# Methotrexate attenuates vascular inflammation through an adenosine-microRNA-dependent pathway

**DOI:** 10.7554/eLife.58064

**Published:** 2021-01-08

**Authors:** Dafeng Yang, Stefan Haemmig, Haoyang Zhou, Daniel Pérez-Cremades, Xinghui Sun, Lei Chen, Jie Li, Jorge Haneo-Mejia, Tianlun Yang, Ivana Hollan, Mark W Feinberg

**Keywords:** endothelial cells, microRNA, inflammation, adenosine, methotrexate, Human, Mouse

## Abstract

Endothelial cell (EC) activation is an early hallmark in the pathogenesis of chronic vascular diseases. MicroRNA-181b (*Mir181b*) is an important anti-inflammatory mediator in the vascular endothelium affecting endotoxemia, atherosclerosis, and insulin resistance. Herein, we identify that the drug methotrexate (MTX) and its downstream metabolite adenosine exert anti-inflammatory effects in the vascular endothelium by targeting and activating *Mir181b* expression. Both systemic and endothelial-specific *Mir181a2b2*-deficient mice develop vascular inflammation, white adipose tissue (WAT) inflammation, and insulin resistance in a diet-induced obesity model. Moreover, MTX attenuated diet-induced WAT inflammation, insulin resistance, and EC activation in a *Mir181a2b2*-dependent manner. Mechanistically, MTX attenuated cytokine-induced EC activation through a unique adenosine-adenosine receptor A3-SMAD3/4-*Mir181b* signaling cascade. These findings establish an essential role of endothelial *Mir181b* in controlling vascular inflammation and that restoring *Mir181b* in ECs by high-dose MTX or adenosine signaling may provide a potential therapeutic opportunity for anti-inflammatory therapy.

## Introduction

Activated endothelial cells (ECs) orchestrate the expression of adhesion molecules and release chemokines to foster the recruitment of leukocytes into the vessel wall. This presents an early hallmark that contributes to the development of chronic vascular disease states, such as atherosclerosis, insulin resistance, and rheumatoid arthritis (RA) (Khan et al., 2010; Rao et al., 2007; Speyer and Ward, 2011; Sun et al., 2014a; MICU Registry et al., 2012; Sun et al., 2016). Accumulating studies demonstrate that targeting EC activation and/or dysfunction may open new therapeutic approaches for the prevention and treatment of inflammatory diseases (Chen et al., 2017; Gareus et al., 2008; Nus et al., 2016). For example, inhibition of NF-κB activity specifically in the vascular endothelium significantly reduced atherosclerotic plaque formation and progression (Gareus et al., 2008).

MicroRNAs (miRNAs), a class of evolutionary conserved small non-coding RNAs, are important post-transcriptional regulators of gene expression through mRNA degradation or translational repression (Loyer et al., 2014; Sun et al., 2013). We have previously identified microRNA-181b (*Mir181b*), an anti-inflammatory miRNA, which prevents EC activation and diverse vascular inflammatory disease states including endotoxemia, atherosclerosis, insulin resistance, and arterial thrombosis (Lin et al., 2016; Sun et al., 2014a; MICU Registry et al., 2012; Sun et al., 2016), suggesting that *Mir181b* could serve as a promising target for preventing EC activation and dysfunction associated with inflammatory diseases. *Mir181b* expression is significantly reduced in response to a range of pro-inflammatory stimuli in the vascular endothelium (Lin et al., 2016; Sun et al., 2014a; MICU Registry et al., 2012; Sun et al., 2016). Therefore, identification of signaling pathways or therapeutics to rescue *Mir181b* expression in the vascular endothelium could open new strategies to control vascular inflammation.

Methotrexate (MTX) is a first-line treatment in RA and other autoimmune-mediated inflammatory diseases. Observational studies suggested that low-dose MTX could reduce cardiovascular risk in patients with RA (Charles-Schoeman et al., 2017; Deyab et al., 2017; Hjeltnes et al., 2013; Kisiel et al., 2015). For example, the Psoriatic arthritis, Ankylosing spondylitis, Rheumatoid Arthritis Study (PSARA) demonstrated that patients receiving MTX improved endothelial function and reduced E-selectin plasma levels after 6 months follow-up (Deyab et al., 2017; Hjeltnes et al., 2013). Another clinical trial identified that MTX treatment significantly lowered carotid intima-media thickness in RA patients compared to placebo (Kisiel et al., 2015). However, the recent Cardiovascular Inflammation Reduction Trial (CIRT), designed to determine the effect of low-dose MTX on cardiovascular secondary prevention, found that low-dose MTX did not reduce cardiovascular events compared to placebo (Ridker et al., 2019). These conflicting results from different clinical trials raise questions for the mechanisms of MTX-mediated effects on vascular inflammation. While adenosine has been identified as a potential metabolite activated in response to MTX in ECs (Haskó and Cronstein, 2013), gaps remain in our understanding of the downstream signaling pathways underlying its effects.

In this study, we identify that high-dose MTX and its downstream metabolite adenosine exert anti-inflammatory effects in the vascular endothelium through an MTX-adenosine receptor A3-*Mir181b-*dependent signaling pathway. These results provide a general paradigm for therapeutic control of miRNA expression and that restoring *Mir181b* expression in the vascular endothelium by high-dose MTX or adenosine signaling may provide therapeutic opportunities for anti-inflammatory therapy.

## Results

### MTX attenuates TNF-α-induced EC activation by upregulation of MIR181B-2 expression

Because of their known anti-inflammatory effects in the vascular endothelium (Diamantis et al., 2017; Mangoni et al., 2017), we explored whether MTX or HMG-CoA reductase inhibitors (statins) activated the expression of the anti-inflammatory *MIR181B* (Lin et al., 2016; Sun et al., 2014a; MICU Registry et al., 2012; Sun et al., 2016). MTX (10 µM) but not statins significantly upregulated *MIR181B* expression by 1.35-fold in cultured human umbilical vein endothelial cells (HUVECs) (Figure 1A). The MTX-induced expression of *MIR181B* was dose- and time-dependent with the highest induction at 10 µM and 4 hr (Figure 1B,C). Previous studies have established that adenosine (Ad) is the major anti-inflammatory effector of MTX, which is a product of adenosine monophosphate, a reaction catalyzed by the enzyme ecto-5’ nucleotidase (Chan and Cronstein, 2013; Gadangi et al., 1996; Tian and Cronstein, 2007). When using a competitive enzyme inhibitor of ecto-5’ nucleotidase (α, β-methylene adenosine-5’-diphosphate (APCP)), the MTX-induced *MIR181B* expression was completely blocked (Figure 1D). Conversely, Ad alone increased *MIR181B* expression in a dose- and time-dependent manner with the highest observed increase by 2.3-fold at 50 µM and 4 hr (Figure 1E,F).

**Figure 1.**
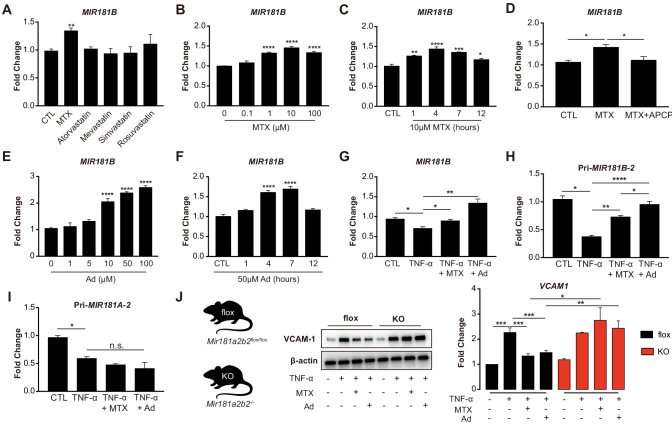
Methotrexate (MTX) represses TNF-α-induced pro-inflammatory gene expression via upregulation of *MIR181B-2* expression in ECs. (**A**) Real-time qPCR analysis of mature *MIR181B* in HUVECs in the presence or absence of MTX (10 µM), Atorvastatin (1 µM), Mevastatin (1 µM), Simvastatin (1 µM), and Rosuvastatin (1 µM) for 4 hr. three biological replicates. Unpaired two-tailed Student *t* test. (**B**) Titration of MTX (0 to 100 µM) for 4 hr (three biological replicates, Unpaired two-tailed Student *t* test) and (**C**) time course of MTX (10 µM) in HUVECs to assess *MIR181B* expression, three biological replicates. One-way ANOVA. (**D**) Real-time qPCR analysis of *MIR181B* in HUVECs incubated with MTX (10 µM) or in combination with APCP (50 µM) for 4 hr. Three biological replicates. Unpaired two-tailed Student *t* test. (**E**) Dose-response of adenosine (Ad) (0 to 100 µM) for 4 hr and (**F**) time course of Ad (50 µM) over 0–12 hr on *MIR181B* expression in HUVECs. Three biological replicates. One-way ANOVA. (**G**) HUVECs were treated with TNF-α (10 ng/ml) alone or in combination with either MTX (10 µM) or Ad (50 µM) for 4 hr. Three biological replicates. Unpaired two-tailed Student *t* test. Analysis of primary transcript of (**H**) *MIR181B-2* (*Pri-MIR181B-2*) or (**I**) *MIR181A-2* (*Pri-MIR181A-2*) in response to TNF-α (10 ng/ml) with or without MTX (10 µM) or Ad (50 µM) for 4 hr in HUVECs. Three biological replicates. Unpaired two-tailed Student *t* test. (**J**) Isolated primary lung endothelial cells (ECs) from *Mirr181a2b2*^flox/flox^ (flox) mice and *Mir181a2b2*^-/-^ (KO) mice were treated with TNF-α (10 ng/ml) with or without MTX (10 µM) or Ad (50 µM) for 8 hr to analyze *VCAM-1* protein expression. Please see Figure 1—source data 1. Three biological replicates. Unpaired two-tailed Student *t* test. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001. n.s. indicated non significance. All values represent mean ± SEM. Figure 1—source data 1.

**Figure 1—figure supplement 1.**
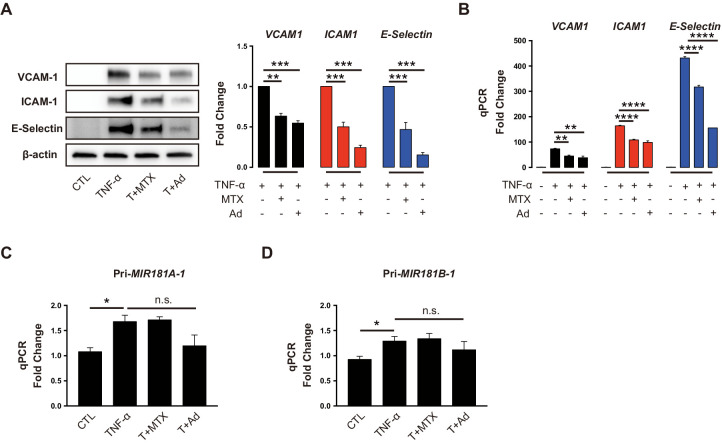
Methotrexate (MTX) and Ad repress TNF-α-induced pro-inflammatory genes without affecting primary *MIR181A-1* and *MIR181B-1* expression. (**A**) Western blot analysis of VCAM-1, ICAM-1, and E-Selectin in HUVECs treated with or without MTX (10 µM) or Ad (50 µM), after stimulation of TNF-α (10 ng/ml) for 8 hr. Quantification of n = 3 independent experiments. (**B**) Real-time qPCR analysis of VCAM-1, ICAM-1, and E-Selectin in HUVECs treated with or without MTX (10 µM) or Ad (50 µM), after treatment with TNF-α (10 ng/ml) for 4 hr. Real-time qPCR analysis of (**C**) primary transcript of *MIR181A1* or (**D**) primary transcript of *MIR181B-1* in HUVECs treated with or without MTX (10 µM) or Ad (50 µM), after treatment with TNF-α (10 ng/ml) for 4 hr. (**A–D**), n = 3–6. *p<0.05; **p<0.01; ***p<0.001; ***p<0.0001. All values represent mean ± SEM.

*MIR181B* expression is rapidly reduced in response to pro-inflammatory stimuli such as TNF-α in ECs and overexpression *MIR181B* suppressed TNF-α-induced EC activation by repressing *VCAM-1*, *E-selectin*, and *ICAM-1* expression (MICU Registry et al., 2012; Yamasaki et al., 2003). To address whether MTX or Ad may rescue the TNF-α-mediated reduction in *MIR181B* expression, HUVECs were stimulated with TNF-α in combination with either MTX or Ad. Treatment with MTX or Ad fully rescued the TNF-α repression of *MIR181B* expression (Figure 1G). As expected, ECs treated with MTX or Ad significantly reduced *VCAM-1*, *ICAM-1,* and *E-selectin* expression stimulated by TNF-α (Figure 1—figure supplement 1A,B). Because two loci for *MIR181B* (i.e. *MIR181B-1* and *MIR181B-2*) exist (Sun et al., 2014b), we examined which locus is regulated by TNF-α, MTX, or Ad. To this end, primary miRNA transcripts were analyzed in response to stimulation with TNF-α. Only primary transcript of the *MIR181B-2* locus, and not primary *MIR181B-1*, *MiR-181A-1*, or *MiR-181A-2*, was rescued by MTX or Ad co-stimulation (Figure 1H,I; Figure 1—figure supplement 1C,D).

To study the relationship between MTX or Ad to *Mir181b* in mouse tissues, primary lung ECs were isolated from *Mir181a2b2*^—/—^ knockout mice (KO), reflecting deficiency of *Mir181a-2* and *Mir181b-2*, or control *Mir181a2b2*^flox/flox^ (flox). Because *Mir181a-2* and *Mir181b-2* are located in close proximity to each other, the knockout strategy deleted both miRNAs (Henao-Mejia et al., 2013). Isolated primary ECs were stimulated with TNF-α in the presence or absence of MTX or Ad. In ECs isolated from wild-type flox mice, MTX or Ad inhibited VCAM-1 protein expression by 40% and 35%, respectively. However, MTX or Ad did not reduce VCAM-1 expression in primary ECs from *Mir181a2b2*^—/—^ KO mice (Figure 1J). Taken together, these findings suggest that pri-*Mir181b-2* and its mature isoform *Mir181b* is increased by MTX or Ad, and may mediate the protective anti-inflammatory effects of MTX or Ad on TNF-α-induced EC activation.

### Adenosine receptor A3 (ADORA3) mediates MTX-induced expression of MIR181B in ECs

Ad is released by cells to the extracellular environment at a low concertation and acts as a local modulator with a generally cytoprotective function through interaction with its four cell surface Ad receptors, *ADORA1*, *ADORA2A*, *ADORA2B,* and *ADORA3*. Each of these Ad receptors have a unique pharmacological profile, tissue distribution, and effector coupling (Haskó and Cronstein, 2004; Jacobson and Gao, 2006). To examine which Ad receptor mediates the MTX-induced *MIR181B* expression, individual knockdown for each of the Ad receptors was performed in ECs first in the absence of MTX or Ad (Figure 2—figure supplement 1A–H). Only silencing of *ADORA3* reduced *MIR181B* basal expression by 40%, while knockdown of *ADORA1*, *ADORA2A, and ADORA2B* had no effect on *MIR181B* expression (Figure 2A). This suggests that *ADORA3* might mediate the *MIR181B* expression activated by MTX or Ad. Therefore, we next examined whether AdoRA_3_ knockdown blocked the MTX or Ad-mediated increase in *MIR181B* expression. Indeed, neither MTX nor Ad increased *MIR181B* expression in *ADORA3*-deficient HUVECs compared to negative control siRNA (Figure 2B). *MIR181B* expression is reduced in response to pro-inflammatory stimuli such as TNF-α (Lin et al., 2016; Sun et al., 2014a; MICU Registry et al., 2012; Sun et al., 2016). Treatment of ECs with TNF-α in the presence of MTX or Ad rescued the TNF-α-mediated repression of *MIR181B* expression in an AdoRA_3_-specific manner (Figure 2C and Figure 2—figure supplement 1A). Furthermore, silencing of *ADORA3*, (and not *ADORA1*, *ADORA2A*, or *ADORA2B*) abrogated the anti-inflammatory effect of MTX or Ad in TNF-α-activated ECs on *VCAM-1*, *ICAM-1,* and *E-Selection* expression (Figure 2D and Figure 2—figure supplement 1B). Finally, to further assess whether the anti-inflammatory effect of MTX or Ad is mediated through an *ADORA3-MIR181B* signaling cascade, knockdown of *ADORA3* was combined with simultaneous overexpression of *MIR181B* mimic. While the MTX or Ad anti-inflammatory effects were blocked in the presence of *ADORA3* silencing, overexpression of *MIR181B* fully rescued the MTX and Ad-mediated reduction of ECs activation markers (Figure 2E). In summary, our data indicate that *ADOR3* plays central role in mediating MTX- or Ad-induced *MIR181B* expression, and this *ADORA3-MIR181B* signaling pathway contributes to the inhibitory effects of MTX or Ad on TNF-α-induced EC activation.

**Figure 2.**
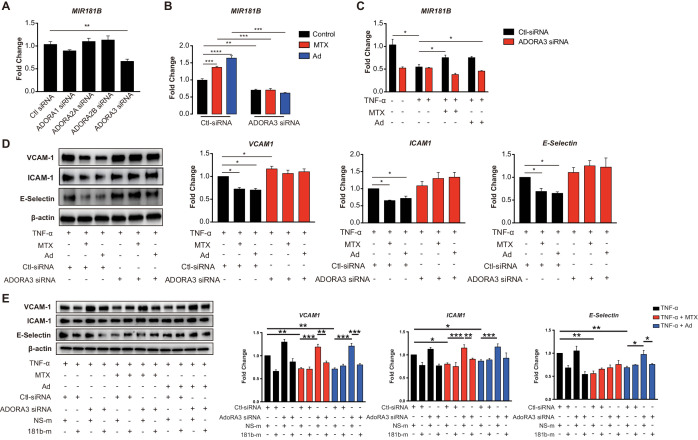
Induction of *MIR181B* expression by methotrexate (MTX) or adenosine is adenosine receptor A_3_ (*ADORA3*) dependent. (**A**) Knockdown for adenosine receptors A1, A2A, A2B, and A3 in HUVECs was performed to analyze *MIR181B* expression. three biological replicates. One-way ANOVA. (**B**) *MIR181B* expression in HUVECs transfected with Ctl-siRNA or *ADORA3* siRNA after treatment with MTX (10 µM) or Ad (50 µM) or (**C**) treatment with TNF-α (10 ng/ml) alone or in combination MTX (10 µM) or Ad (50 µM). Three biological replicates. One-way ANOVA and Unpaired two-tailed Student *t* test. (**D**) Western blot analyses of *VCAM-1*, *ICAM-1*, and *E-Selectin* expression in HUVECs transfected with Ctl-siRNA or *ADORA3* siRNA in the presence of TNF-α (10 ng/ml) in combination with either MTX (10 µM) or Ad (50 µM). Three biological replicates. Unpaired two-tailed Student *t* test. (**E**) in the presence of miRNA negative control (NS-m) or *MIR181B* mimics (181b-m) stimulated with TNF-α (10 ng/ml) or in combination with MTX (10 µM) or Ad (50 µM). Please see Figure 2—source data 1. Three biological replicates. Unpaired two-tailed Student *t* test. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001. n.s. indicated non significance. All values represent mean ± SEM. Figure 2—source data 1.

**Figure 2—figure supplement 1.**
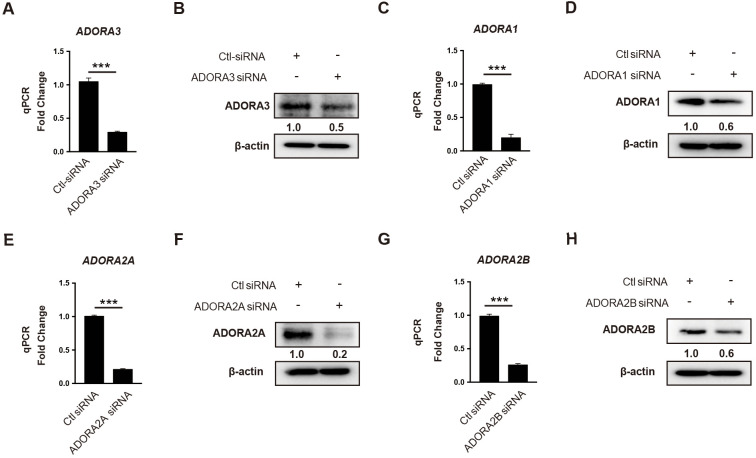
Knockdown efficiency for adenosine receptor siRNAs. mRNA, and protein expression analysis for (**A, B**) *ADORA3* siRNA, (**C, D**) *ADORA1* siRNA, (**E, F**) *ADORA2A* siRNA and (**G, H**) *ADORA2B* siRNA compared to control siRNA in HUVECs transfected for 36 hr. (**A–H**), n = 3. ***p<0.001. All values represent mean ± SEM.

### MTX and Ad regulate MIR181B-2 promoter activity via SMAD3/4

To address, how MTX regulates *MIR181B-2* expression on the transcriptional level, different lengths of the proximal *MIR181A2B2* promoter (containing sequences 5’ to both MIR181A-2 and MIR181B-2) were cloned upstream of a luciferase reporter. MTX and Ad activated the −606 bp *MIR181A2B2* promoter reporter construct from 1.47- to 1.57-fold, respectively (Figure 3A–B). Treatment of MTX or Ad similarly activated the −402 bp reporter comparable to the full-length constructs (Figure 3B). However, reducing the promoter length to −301 bp or −150 bp significantly reduced luciferase activity from 30- to 2600-fold, respectively (Figure 3B). At the post-transcriptional level, mRNA stability is an important factor determining mRNA abundance. To investigate whether MTX or Ad would affect pri-*MIR181B-1* or pri- *MIR181B-2* transcript stability, we used the transcription inhibitor actinomycin D in MTX or Ad-treated HUVECs. We found that neither MTX nor Ad affected the stability of pri-*MIR181B-1* transcript (Figure 3—figure supplement 2A). However, MTX significantly increased pri-*MIR181B-2* transcript stability, while Ad had a modest opposite effect (Figure 3—figure supplement 2B). These results indicate that the promoter region between −402 and −301 is likely required for MTX and Ad-induced transcriptional activity of the *MIR181A2B2* locus and MTX and Ad affects pri-*MIR181B-2* expression at both transcriptional and post-transcriptional levels. To further identify specific transcription factor binding sites, in silico prediction tools identified a SMAD2/3/4 binding site in the region −402 to −301 (Figure 3B). This was further investigated by individual knockdown of *SMAD2, SMAD3*, or *SMAD4* (Figure 3—figure supplement 3). Silencing of *SMAD3* or *SMAD4* reduced luciferase activity of the full length −606 bp construct by 37% and 42%, respectively, in ECs compared to control siRNA (Figure 3C). However, *SMAD2* silencing did not impact luciferase activity (Figure 3C). Consistent with this observation, *MIR181B* expression was significantly reduced only by silencing *SMAD3* or *SMAD4*, and not by *SMAD2* knockdown (Figure 3D). Importantly, silencing of *SMAD3* or *SMAD4* completely blocked the MTX and Ad-mediated increase in *MIR181B* expression (Figure 3E). Furthermore, knockdown *ADORA3* blocked the *MIR181A2B2* promoter luciferase activity induced by MTX and Ad (Figure 3F); however, silencing of the other three Ad receptors had no effect on luciferase activity (Figure 3G). Taken together, these data indicate that *SMAD3* and *SMAD4* are not only required for transcriptional activity of *MIR181B* expression, but also significantly contribute to MTX and Ad-induced *MIR181B* expression.

**Figure 3.**
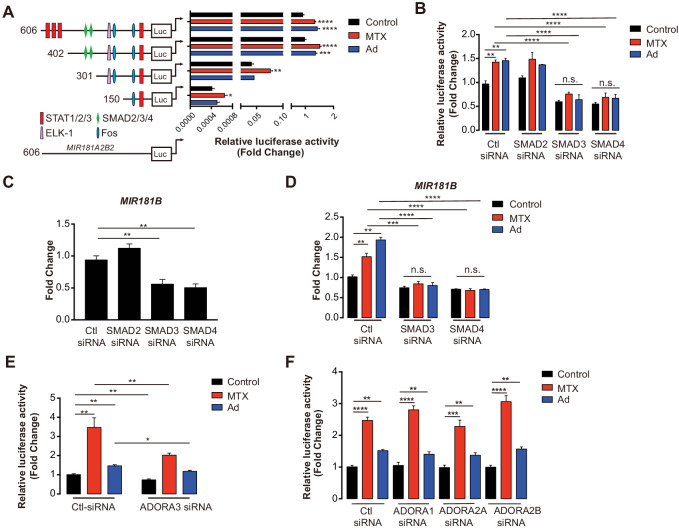
*MIR181A2B2* promoter analysis in response to methotrexate (MTX) or Ad in endothelial cells (ECs). (**A**) Luciferase reporter constructs containing the indicated (0.606–5.1 kb 5’upstream) *MIR181A2B2* promoter sequences were transfected in HEK 293 T cells and luciferase activity was measured 12 hr after treatment with MTX (10 µM) or Ad (50 µM), respectively. eight biological replicates. One-way ANOVA. (**B**) Luciferase reporter constructs containing the indicated (0.606 kb 5’upstream) *MIR181A2B2* promoter sequences were transfected in HEK 293 T cells and luciferase activity was measured 12 hr after treatment with MTX (10 µM) or Ad (50 µM), respectively. Seven to eight biological replicates. One-way ANOVA. (**C**) Effect of siRNA-mediated knockdown for *SMAD2*, *SMAD3*, *or SMAD4* in response to MTX or Ad on the 0.606 kb luciferase reporter. Three biological replicates. Unpaired two-tailed Student *t* test. (**D–E**) Real-time qPCR analysis of *MIR181B* expression in HUVECs transfected with siRNAs to negative control, *SMAD2*, *SMAD3*, *or SMAD4* in the (**D**) absence or (**E**) presence of MTX (10 µM) or Ad (50 µM) for 4 hr. three biological replicates. Unpaired two-tailed Student *t* test. (**F–G**) Luciferase reporters containing the 0.606 kb miR-181a2b2 promoter were transfected in combination with siRNA to negative control or *ADORA3* (**F**) or *ADORA1*, *ADORA2A*, or *ADORA2B* (**G**) and stimulated with MTX (10 µM) or Ad (50 µM). Please see Figure 3—source data 1. four biological replicates. Unpaired two-tailed Student *t* test. *p<0.05; **p<0.01; ***p<0.001; ****p<0.0001. All values represent mean ± SEM. Figure 3—source data 1.

**Figure 3—figure supplement 1.**
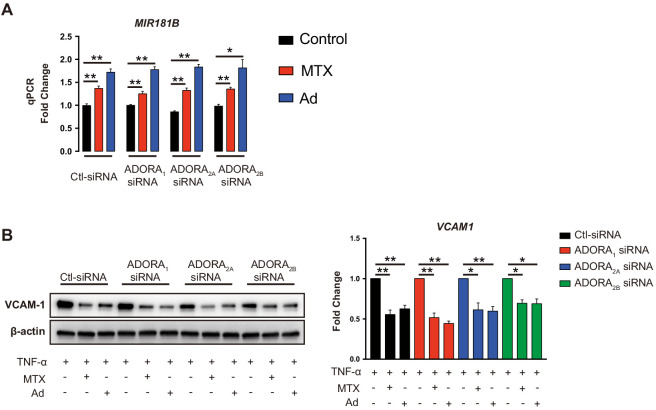
Silencing of adenosine receptor A1, A2A, or A2B did not affect methotrexate (MTX) or adenosine-induced *MIR181B* expression. (**A**) Expression analysis of *MIR181B* in HUVECs transfected with siRNA to scrambled control, *ADORA1*, *ADORA2A*, or *ADORA2B* in the presence or absence of MTX (10 µM) or Ad (50 µM) for 4 hr. (**B**) VCAM-1 protein quantification by western blot as described above, but in the presence of TNF-α (10 ng/ml) for 8 hr. **A** and **B**, n = 3. *p<0.05; **p<0.01. All values represent mean ± SEM.

**Figure 3—figure supplement 2.**
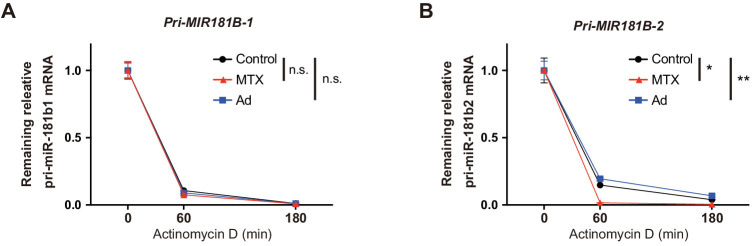
The effect of methotrexate (MTX) and Ad on pri-*MIR181B-1* and pri-*MIR181B-2* transcript stability. HUVECs were incubated with 10 µg/ml Actinomycin D to inhibit transcription and treated with 10 µM MTX or 50 µM Ad. (**A**) Real-time qPCR analysis of pri- *MIR181B-1* transcript expression at indicated time points. (**B**) Real-time qPCR analysis of pri- *MIR181B-2* transcript expression at indicated time points. (**A**) and **B**), n = 3. *p<0.05, **p<0.01. All values represent mean ± SEM.

**Figure 3—figure supplement 3.**
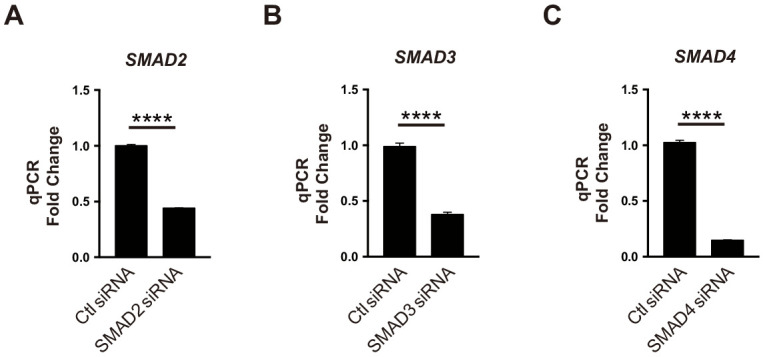
The knockdown efficiency for *SMAD* siRNA. (**A**) Knockdown efficiency for (**A**) *SMAD2* siRNA, (**B**) *SMAD3* siRNA, and (**C**) *SMAD4* siRNA compared to siRNA control transfected HUVECs as quantified by real-time qPCR. (**A–C**), n = 3. ****p<0.0001. All values represent mean ± SEM.

### MTX improves insulin sensitivity and epididymal white adipose tissue (eWAT) inflammation in diet-induced obese mice, but not in Mir181a2b2^-/-^ mice

Previous reports suggested that MTX can ameliorate diet-induced insulin resistance and inflammation (DeOliveira et al., 2012; Myers et al., 2017), although the mechanisms remained poorly understood. To evaluate the effective dose of MTX on *Mir181b* expression in vivo, C57Bl6 mice were injected with 0.5 mg/kg or 1.0 mg/kg of MTX. Low-dose (i.e. 0.25 mg/kg) MTX showed no significant increase in *Mir181b* expression in plasma, liver, and intima, but 1 mg/kg did (Figure 4—figure supplement 1A). Moreover, C57Bl6 mice treated with adenosine exhibited significantly elevated *Mir181b* expression in plasma by 168% and was even more pronounced than high-dose MTX (Figure 4—figure supplement 1B). In accordance with this dose-response of MTX on *Mir181b* expression, we examined whether the effect of MTX (1 mg/kg) on insulin resistance and adipose tissue inflammation is dependent on *Mir181b2* expression in vivo. To this end *Mir181a2b2*^flox/flox^ (flox) and *Mir181a2b2*^—/—^ (KO) mice were placed on a 60% high-fat diet (HFD) for 12 weeks. Both flox and KO mice were injected with vehicle or MTX for 12 weeks (1 mg/kg/week by intraperitoneal injection), and insulin tolerance testing (ITT) and glucose tolerance testing (GTT) were performed (Figure 4A). As shown in Figure 4B, the body weights among the four groups were not significantly different, which suggest that the gain of body weight was independent of *Mir181a2b2* expression and MTX treatment. However, MTX treatment significantly improved insulin sensitivity and reduced the area under curves (AUC) for ITT by 23% (Figure 4C) compared with vehicle injected flox mice, but not in glucose tolerance (Figure 4D). In line with our previous report showing a protective effect of *Mir181b* mimics on insulin resistance (Sun et al., 2016), KO mice developed insulin resistance (IR) as shown by improved insulin sensitivity (increased AUC for ITT by 121%) and glucose tolerance (increased AUC GTT by 122%) (Figure 4C,D). Notably, the beneficial effect of MTX on insulin sensitivity was completely blocked in KO mice (Figure 4C,D). Moreover, flox mice treated with MTX had increased insulin signaling activity in eWAT and liver compared vehicle injected, indicated by an increase in phosphorylation of Akt (phospho-Akt) in eWAT (by 23%) and in liver (by 34%) (Figure 4E). In contrast, KO mice without MTX injections showed a significant reduction of Akt phosphorylation by 24% in eWAT and 44% in liver compared with control flox mice (Figure 4E). Moreover, the MTX-mediated upregulation of phospho-Akt in eWAT and liver was blocked in KO mice (Figure 4E). However, MTX did not increase phospho-Akt levels in skeletal muscle (SM) (Figure 4E). Taken together, these findings from systemic miR-181a2b2 KO mice suggest that MTX increases Akt phosphorylation in eWAT and liver through miR-181a2b2 expression, which contributes to improved insulin sensitivity.

**Figure 4.**
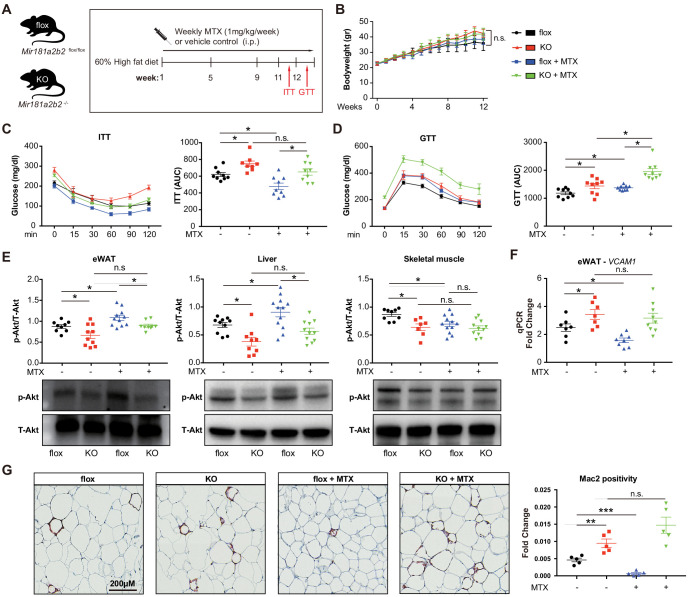
Systemic *Mir181a2b2* KO blocks methotrexate (MTX)-mediated insulin sensitivity and visceral fat inflammation in diet-induced obesity. (**A**) Schema of experimental procedure for *Mir181a2b2* ^flox/flox^ (flox) and *Mir181a2b2*^—/—^ (KO) mice that were placed on a 60% high-fat diet (HFD) for 12 weeks. Each group of mice was weekly i.p. injected with vehicle control or MTX (1 mg/kg). (**B**) Body weights were measured weekly. Blood glucose levels were measured at week 11 for (**C**) insulin tolerance testing (ITT) and on week 12 for (**D**) glucose tolerance testing (GTT) with calculated area under the curves (AUC), respectively. (**E**) Western blot analysis of Akt and pSer473-Akt in epididymal white adipose tissue (eWAT), liver, and skeletal muscle with quantification across n = 3 independent experiments. (**F**) Real-time qPCR analysis of VCAM-1 expression in eWAT. (**B–F**), n = 9–10 mice per group, one-way ANOVA. (**G**) Paraffin sections of eWAT were stained with Mac2 and the positive areas were quantified, n = 5 mice per group, one-way ANOVA. *p<0.05; **p<0.01; ***p<0.001. All values represent mean ± SEM.

**Figure 4—figure supplement 1.**
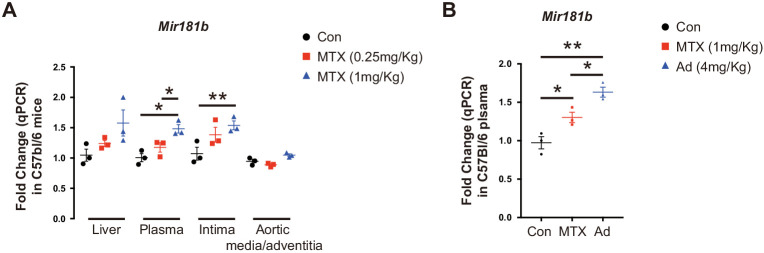
MTX and Ad increase *Mir181b* expression in the circulation and tissues. (**A**) Real-time qPCR analysis of *Mir181b* expression in plasma, liver, intimal ECs, and aortic media from C57BL/6J mice that were tail vein injected with vehicle or MTX (0.25 mg/kg or 1 mg/kg) or (**B**) MTX or Ad for 3 hr. (**A–B**), n = 3 mice per group. *p<0.05, **p<0.01. All values represent mean ± SEM.

**Figure 4—figure supplement 2.**
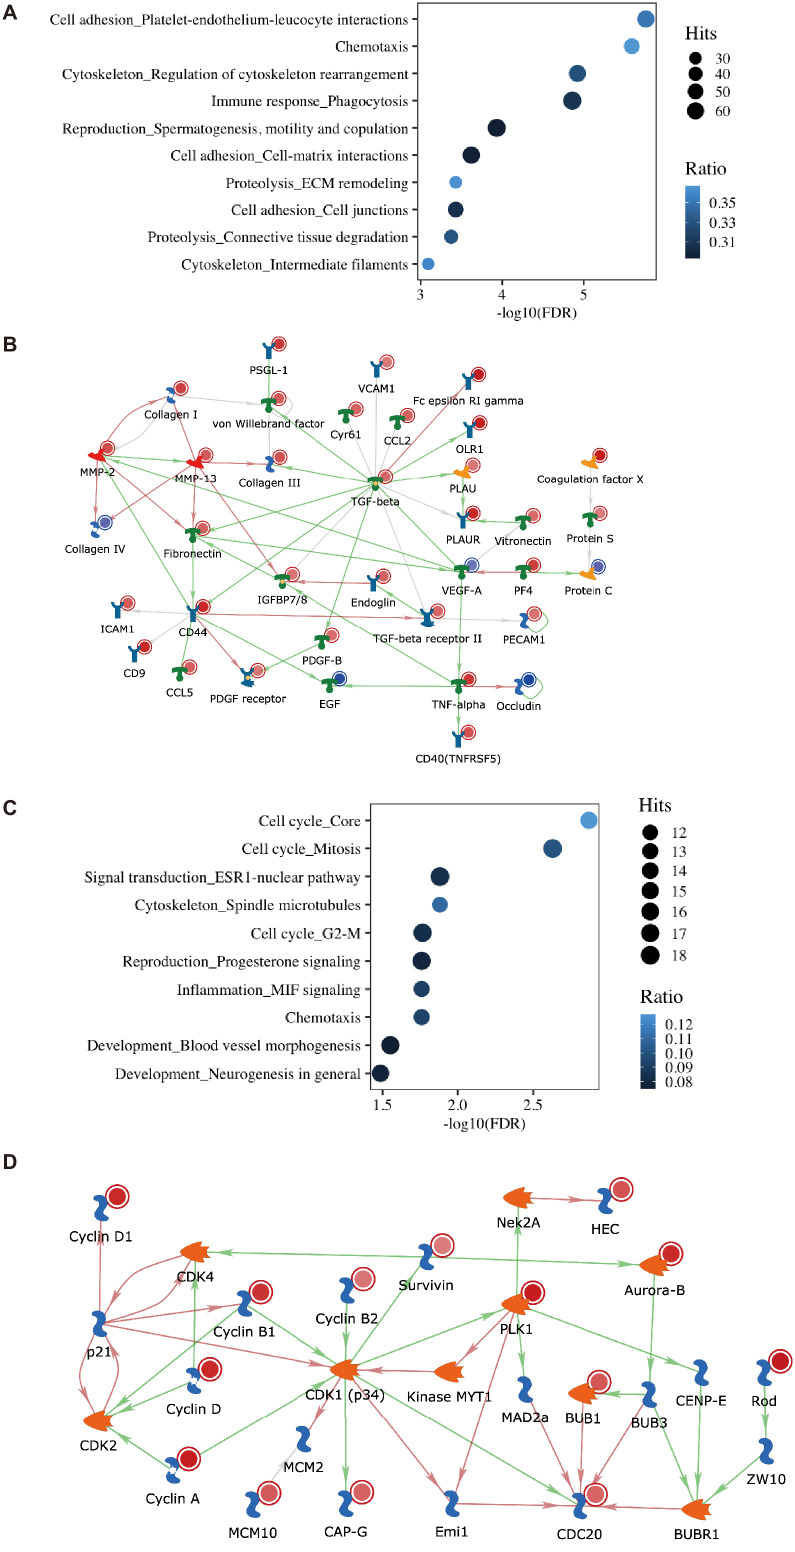
Gene set enrichment analyses of eWAT from *MiR181a2b2* flex and KO mice.

To better characterize the underlying mechanisms how MTX and *Mir181a2b2* affects insulin resistance, we performed next-generation sequencing of RNA isolated from eWAT of these HFD-fed *Mir181a2b2* flox and KO mice with or without MTX treatment. 

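RNA from eWAT of 12 mice on the HFD (60% fat, 12 weeks) was sequenced, with 3 mice in each of 4 groups: flox and KO mice injected with vehicle, and flox and KO mice injected with MTX at 1 mg/kg each week. KO mice lack the Mir181a2b2 locus. Libraries are named here by group and replicate number, as in flox vehicle replicate 3. The methods describe depletion of ribosomal RNA and paired reads of 100 bases, whereas the labels of the samples describe polyA RNA and reads of 150 bases, and which of them applies is not known here. The authors trimmed the reads, aligned them to the mouse genome (mm10) with STAR and counted them on Ensembl genes with featureCounts. The values below start from those counts, which carry no normalization and cover 49315 genes. Counted reads ranged from 21204019 to 23491634 in the flox vehicle libraries (median 22597463) and from 19653146 to 21961301 in the KO vehicle libraries (median 20759562). They ranged from 19495310 to 23976469 in the flox MTX libraries (median 21637037) and from 21687040 to 23243683 in the KO MTX libraries (median 22621885). The paper's reported depth is between 22000000 and 31000000 reads per sample, and the values below use the counted totals. A count of 0 allows up to 3 counts, which is 0.125 to 0.154 CPM depending on the library, and this limit covers counting error only. A single fit of edgeR's quasi-likelihood model to the 12 libraries, with TMM normalization, tested the 18702 genes that passed the tool's filter on low counts by group. The common dispersion was 0.100, with 8 residual degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p below 0.1 and a fold change of at least 1.5, which is one reading of the limit given in the methods. The pathway lists of the paper's enrichment tool were not used here. In their place, 19 gene lists written from Figure 4—figure supplement 2 and from gene symbols were tested with camera, at an adjusted p below 0.05 over the lists of a comparison. The precursors at the deleted locus, Mir181a-2 (chromosome 2 of GRCm38, 38852735 to 38852810) and Mir181b-2 (38853830 to 38853918), had 0 counts in every library except for 2 counts of Mir181a-2 in flox MTX replicate 4. The deletion could therefore not be checked at this depth.
Lists of marker genes were also summed in each library. The adipocyte list took 3.03% to 12.6% of the counts. The epididymis list summed to 8815, 27237 and 2861 CPM in flox vehicle replicates 1, 3 and 4, to 883 CPM in flox MTX replicate 1, and to between 19.8 and 52.8 CPM in the other 8 libraries. Of its 92 genes, 7 were above the limit of 3 counts in every KO MTX library. Crisp1, the most abundant of them, stood at 3746, 9176 and 1163 CPM in flox vehicle replicates 1, 3 and 4. The testis germ cell list summed to 836, 775 and 374 CPM in the same 3 libraries and to between 43.7 and 94.5 CPM elsewhere. Comparisons with the flox vehicle group therefore include these transcripts.

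**Figure D1:**
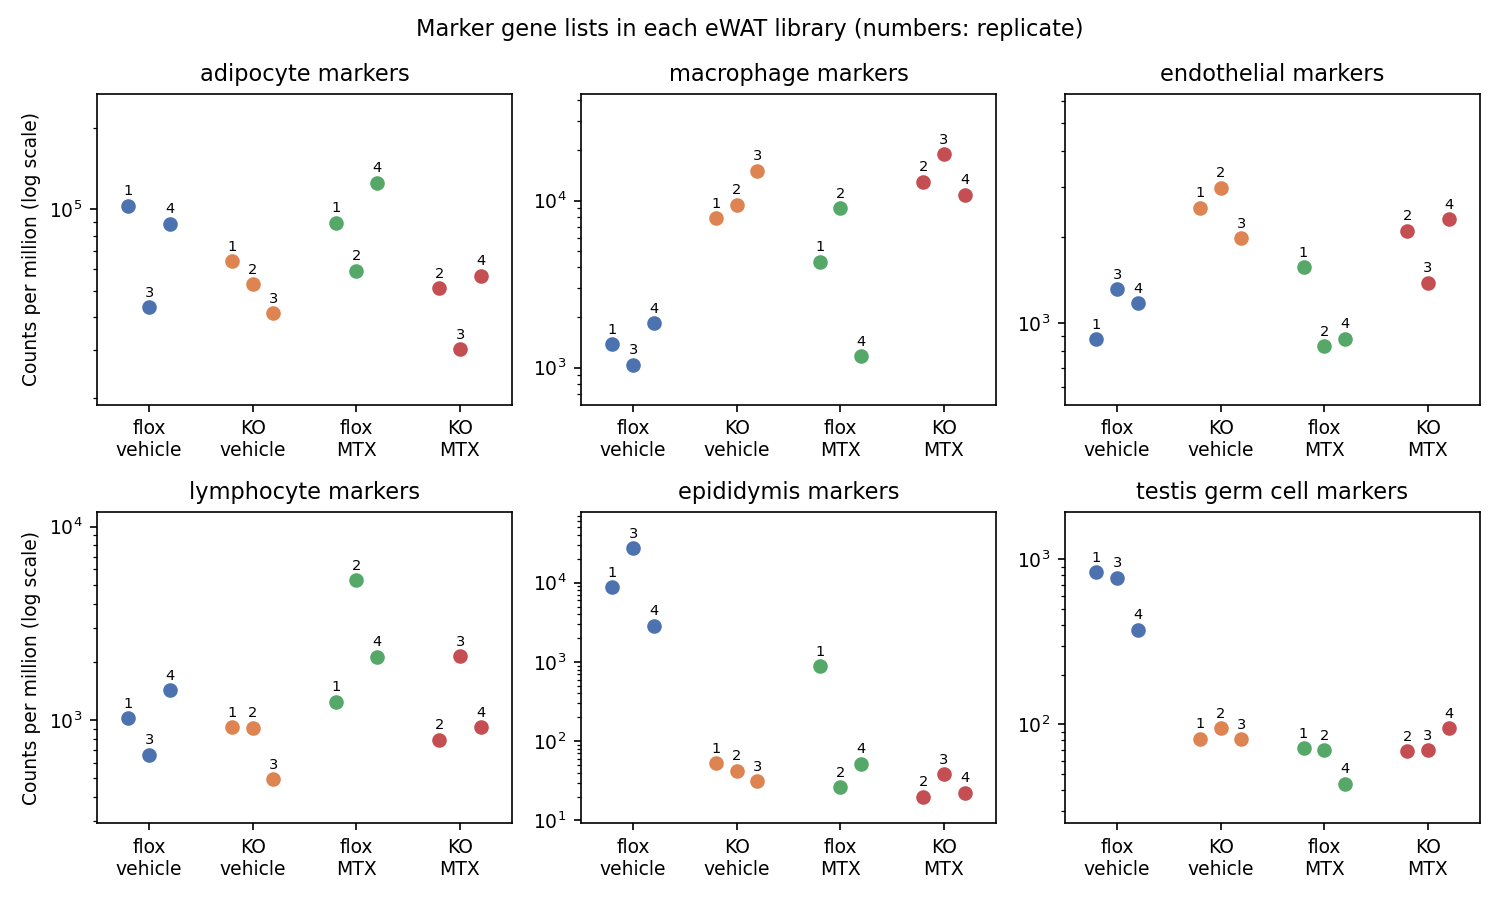
Summed expression of 6 marker gene lists (CPM, logarithmic axis) in each of the 12 libraries, with 1 point per library grouped by genotype and treatment. The epididymis list reaches 27237 CPM in flox vehicle replicate 3 and stays at or below 52.8 CPM in all KO libraries.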

Gene set enrichment analysis (GSEA) suggested that the most statistically significant [false discovery rate (FDR) < 0.5] altered genes in eWAT from *Mir181a2b2* KO mice were linked to cell adhesion (e.g. platelet-endothelium-leukocyte interactions, cell-matrix interactions, and cell junctions), chemotaxis, and immune response (Figure 4—figure supplement 2A-B). 

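Between KO and flox mice injected with vehicle, 5924 genes were called, of which 2598 were higher and 3326 lower in KO mice. A limit of 1.5 on the log2 fold change left 3026 genes, and no fold limit gave 7087. DESeq2, the tool named in the methods, called 6245 genes and shared 5817 of them with the call above. Leaving out each of the 12 libraries in turn gave between 4640 genes, without KO vehicle replicate 3, and 6828 genes, without flox MTX replicate 2. The 46 genes drawn in the platelet-endothelium-leukocyte network of Figure 4—figure supplement 2B had a median log2 fold change of 1.38 (adjusted p = 9.99e-09 from limma's camera), with 40 of them higher in KO mice. An adjusted p below 0.1 was reached by 40 genes when adjusted over the list alone and by 39 over all genes tested. The study picked this network from these libraries, so the first count is not independent evidence, and 28 of its genes are also in another list. The phagocytosis list of 50 genes, which stands for the immune response, had a median of 2.51 (adjusted p = 1.50e-18, camera), with 49 genes higher. The 44 chemokines and chemokine receptors tested had a median of 0.80 (adjusted p = 1.33e-04), with 33 higher. An adjusted p below 0.1 was reached by 22 of them when adjusted over the list alone and by 21 over all genes tested, and in the phagocytosis list by 45 and 44. For 70 cell-matrix genes the median was 0.27 (adjusted p = 0.0146), with 44 higher, and it fell to 0.18 without flox vehicle replicate 3 and rose to 0.45 without flox vehicle replicate 4. Their counts were 33 when adjusted over the list alone and 32 over all genes tested. The 65 cell junction genes went the other way, with a median of -0.85 (adjusted p = 0.00114) and 46 genes lower, and with counts of 46 and 39. With only genes of at least 10 counts in every library, the junction median was -0.26 (adjusted p = 0.247), and over 8 alternatives its adjusted p ranged from 2.53e-04 to 0.269. Of the 102 junction genes counted, 69 were above 3 counts in every flox vehicle library and 47 in every KO MTX library. Between MTX-injected KO and flox mice, whose libraries hold less epididymis material, the junction median was -0.49. Epididymis material in the flox vehicle libraries stays open as a part of the fall. The direction of all 5 lists was the same with RLE factors and with library size as the only scaling. All 5 calls held under fry, with adjusted p between 0.00426 and 0.0364, and none held with the correlation estimated from the data, where the adjusted p was between 0.248 and 0.269.
Among the other lists, medians were 1.11 for the cell cycle network (adjusted p = 4.93e-07), 1.34 for proliferation markers (1.23e-10), 0.59 for MIF signaling (1.99e-04) and 0.74 for proteolysis of the extracellular matrix (5.95e-05). Macrophage markers had a median of 2.80 (adjusted p = 1.23e-10), with 20 of 21 genes higher, endothelial markers 1.20 (4.38e-08) and fibroblast markers 1.49 (2.98e-08). Lymphocyte markers had a median of 0.74 (adjusted p = 0.0432), which was 0.45 without flox vehicle replicate 3 (adjusted p = 0.225). Adipocyte markers had a median of -0.67 (adjusted p = 0.108), which was -0.98 without flox vehicle replicate 3 (adjusted p = 0.00454) and -0.85 without KO vehicle replicate 1 (adjusted p = 0.0429). Mesothelium markers (median 0.58, adjusted p = 0.493), skeletal muscle markers (0.17, 0.211) and intermediate filaments (-0.22, 0.535) did not pass. Their medians changed with single libraries, to 0.27 for mesothelium without flox vehicle replicate 3, to -0.21 for muscle without KO vehicle replicate 2 and to 0.026 for intermediate filaments without flox vehicle replicate 4. The epididymis list had a fitted median of -9.00 (adjusted p = 6.23e-16), or -7.63 with genes under 3 counts set to that limit, and the testis germ cell list -7.68 (adjusted p = 9.50e-13), or -6.87 with that limit. Of the calls in this paragraph, that of lymphocyte markers did not hold under fry (adjusted p = 0.354), and none held with the estimated correlation.
Among called genes whose replicates did not overlap between the groups, the largest rises were in Gm15156, Lipn and P4ha3, which were at least 6.88-fold, 4.09-fold and 2.87-fold higher in KO mice against the limit of 3 counts in flox mice. P4ha3 was no longer called without flox vehicle replicate 1 (adjusted p = 0.105), flox vehicle replicate 3 (0.112) or KO vehicle replicate 3 (0.134). The largest falls were in Tmem238l, Pnmt and Defb1, which were at least 148-fold, 145-fold and 129-fold lower. Of the 1092 genes lower by 8-fold or more, 62.5% ranked the 3 flox vehicle libraries in the order of the epididymis list, against 28.1% of all genes tested. From the gene sets that passed its limit, the paper proposes that the genes altered in eWAT of KO mice belong to cell adhesion, chemotaxis and immune response.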

In eWAT from MTX-treated *Mir181a2b2* flox and KO mice, GSEA found that cell cycle, inflammation, and chemotaxis pathways were more affected by MTX (Figure 4—figure supplement 2C-D). 

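Between KO and flox mice injected with MTX, 0 of the 18702 genes passed the same limits, while 4576 had an unadjusted p below 0.05. The smallest adjusted p was 0.104, and 1006 genes had an adjusted p below 0.11. The count changed with single libraries, with the test and with the filter: it was 4064 without flox MTX replicate 2, 1028 without flox vehicle replicate 3, 76 without flox MTX replicate 1 and 2769 with DESeq2. With no filter on low counts 875 genes were called, with at least 10 counts in every library 1491, and with the 6 libraries of the comparison alone 4. The log2 fold changes between genotypes under vehicle and under MTX, which share no library, had a Pearson correlation of 0.405 across the genes tested, and 69.3% of the genes had the same sign. This correlation is across genes, which are not independent replicates.
The 29 genes of the cell cycle network had a median log2 fold change of 1.15 (adjusted p = 1.39e-10 from camera), with 27 genes higher in KO mice, and a median of 1.07 with genes under 3 counts set to that limit. Adjusted over the list alone, 25 of them had an adjusted p below 0.1, against 0 over all genes tested and 25 at an unadjusted p below 0.05. The study picked part of this list from these libraries. All 30 genes of a separate list of proliferation markers were higher (median 1.02, adjusted p = 5.96e-14). The interaction of genotype and treatment had a median of -0.21 for the cell cycle network (adjusted p = 0.294), which was 0.013 without flox vehicle replicate 1 and -0.37 without flox vehicle replicate 4 (adjusted p = 0.0432). MIF signaling, the list for inflammation, had a median of 0.27 (adjusted p = 0.00321), or 0.39 at the limit of 3 counts, with 21 of 29 genes higher and 12 of its 31 members in another list. Its median was 0.65 without flox MTX replicate 2. Adjusted over the list alone, 6 genes had an adjusted p below 0.1, against 0 over all genes tested and 10 at an unadjusted p below 0.05. Chemokines and their receptors had a median of 0.18 (adjusted p = 0.0298), with 27 of 44 genes higher. No gene of this list passed when adjusted over the list alone or over all genes tested, and 8 had an unadjusted p below 0.05. The median was -0.0068 without flox MTX replicate 4 (adjusted p = 0.230), 0.09 without flox MTX replicate 1 (0.221) and 0.70 without flox MTX replicate 2. It was 0.33 with library size as the only scaling (adjusted p = 0.132), a scaling that moves the median of all genes from -0.05 to 0.12 in this comparison. Other medians were 0.70 for the platelet-endothelium-leukocyte network (adjusted p = 1.30e-05), 1.28 for phagocytosis (2.36e-16), 1.48 for macrophage markers (1.51e-09), and -1.25 for adipocyte markers (1.53e-07), and all 13 mesothelium markers were lower (adjusted p = 8.45e-06). Without flox MTX replicate 2 the phagocytosis median was 1.94 and the mesothelium median -0.66, and without flox MTX replicate 4 the median of the adhesion network was 0.46. None of these calls held under fry, where the cell cycle network and the proliferation markers had an adjusted p of 0.0563, chemokines 0.311 and the other lists of this paragraph 0.0751, nor with the correlation estimated from the data, where the adjusted p was 0.430 or, for chemokines, 0.550.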

Macrophage accumulation plays a critical role in obesity-associated IR (Chawla et al., 2011; McNelis and Olefsky, 2014) and overexpression of *Mir181b* did not directly regulate cell-intrinsic monocyte/macrophage migration, proliferation, and activation (Sun et al., 2016). Moreover, we confirmed that MTX administration reduced *VCAM-1* mRNA expression by 36% in eWAT in flox mice, but not MTX-injected KO mice (Figure 4F,G). In line with reduced *VCAM-1* expression, we observed that macrophage content, as indicated by Mac2 staining, was significantly reduced by 80% in eWAT in MTX-injected flox mice (Figure 4H). In contrast, KO mice treated with MTX showed no inhibitory effect on *VCAM-1* mRNA expression and macrophage content in eWAT (Figure 4F,G). Taken together, these results suggest that MTX administration leads to reduced EC activation and macrophage accumulation in white adipose tissue, largely dependent on *Mir181a2b2* expression.

### MTX improves insulin sensitivity in obese mice, but not in EC-specific Mir181a2b2 KO mice

It is well-established that some miRNAs may have a cell-type and/or tissue-specific expression and function which can impact the regulation of gene networks (Gao et al., 2011; Sood et al., 2006; Thomou et al., 2017; Zhou et al., 2013). *Mir181b* plays a dominant role in the vascular endothelium (Lin et al., 2016; Sun et al., 2014a; MICU Registry et al., 2012; Sun et al., 2016); however, its EC-specific genetic deletion has not been previously described. To assess whether endothelial *Mir181a2b2* is mediating the observed phenotypes with respect to MTX and insulin sensitivity, we generated inducible EC-specific *Mir181a2b2* mice (iEC-KO) by breeding the *Mir181a2b2*^flox/flox^ mice to tamoxifen-inducible endothelial-specific Cre (vascular endothelial cadherin promoter [VECad-Cre-ER^T2^]) (Figure 5A). Compared to vehicle control injected mice, *Mir181b* expression in tamoxifen injected iEC-KO mice was reduced by 60% and 80% in aortic intima and ECs isolated from SM, respectively, but not in the aortic media and non-EC fraction of SM (Figure 5—figure supplement 1B–E). To assess whether endothelial *Mir181a2b2* is driving the diet-induced IR and mediates MTX’s protective effects, we first examined MTX regulation of *Mir181b* expression. While *Mir181b* was reduced in the aortic intima of iEC-KO mice compared to flox-Cre, MTX increased *Mir181b* in flox-Cre, but not in iEC-KO mice (Figure 5—figure supplement 2A). Consistent with upregulated *Mir181b* expression, MTX reduced *VCAM-1* expression in the intima of flox-Cre mice, but not in iEC-KO mice (Figure 5—figure supplement 2B). Because we identified that SMAD3/4 signaling contributed largely to *Mir181b2* expression (Figure 3), we next investigated expression of SMADs in eWAT tissues from these HFD-fed flox-Cre and iEC-KO mice. We found that *SMAD2* and *SMAD3* expression decreased in MTX-treated iEC-KO mice compared to flox-Cre mice, whereas there were no differences between flox-Cre and iEC-KO mice without MTX treatment, suggesting a feedback mechanism involved in the MTX-SMAD-Mir181b cascade (Figure 5—figure supplement 3).

**Figure 5.**
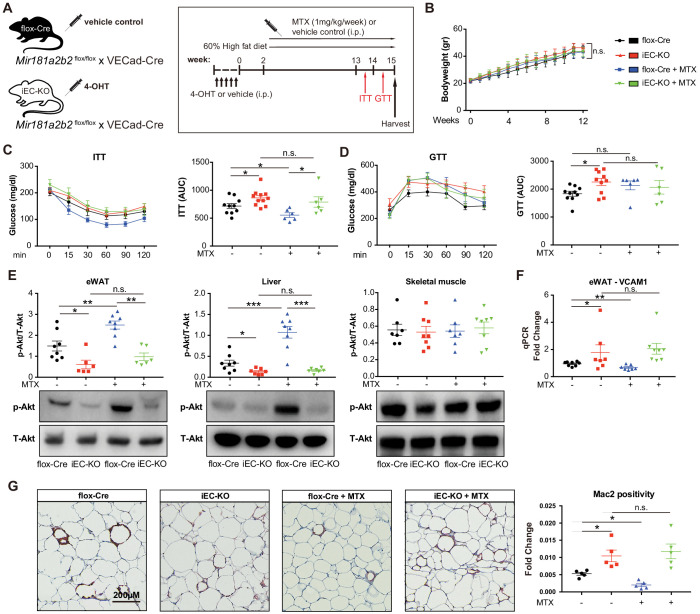
Endothelial cell (EC)-specific *Mir181a2b2* KO blocks methotrexate (MTX)-mediated insulin sensitivity and visceral fat inflammation in diet-induced obesity. (**A**) Schema of experimental procedure for control *Mir181a2b2*^flox/flox^; VECad-Cre (flox-Cre) or tamoxifen injected EC-specific *Mir181a2b2* KO (iEC-KO) mice that were placed on a 60% high-fat diet (HFD) for 15 weeks. Each group of mice was weekly i.p. injected with vehicle control or MTX (1 mg/kg). (**B**) Body weights over time of mice treated with vehicle or MTX, respectively. (**C–D**) ITT (**C**) and GTT (**D**) were measured and AUCs were quantified for each group. (**E**) Western blot analysis of Akt and pSer473-Akt in eWAT, liver, and skeletal muscle tissues. (**F**) Real-time qPCR analysis of VCAM-1 expression in eWAT. (**G**) Paraffin sections of eWAT were stained with Mac2 and the positive areas were quantified, n = 5 mice per group, one-way ANOVA. (**B–G**), n = 6 to 10 mice per group, one-way ANOVA. *p<0.05; **p<0.01; ***p<0.001. All values represent mean ± SEM.

**Figure 5—figure supplement 1.**
Transcriptomic changes in eWAT of systemic *Mir181a2b2* KO mice in response to high-fat diet (HFD) and methotrexate (MTX). (**A**) Gene set enrichment analysis after RNA-seq from eWAT of *Mir181a2b2*^—/—^ (KO) compared to *Mir181a2b2^f^*^lox/flox^ (flox) mice placed on HFD diet for 12 weeks. (**B**) Gene network visualization of the top pathway for ‘Cell adhesion_Platelet-endothelium-leukocyte interactions’. (**C**) Gene set enrichment analysis after RNA-seq from eWAT of *Mir181a2b2*^—/—^ (KO) compared to *Mir181a2b2*^flox/flox^ (flox) mice placed on HFD and treatment with MTX for 12 weeks. (**D**) Gene network visualization of the top pathways for ‘Cell cycle’.

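The genes drawn in panels B and D were read from the figure by eye and looked up under their mouse symbols. Red objects were taken as higher in KO mice and blue objects as lower. All 36 genes drawn red in panel B had a higher level in eWAT of KO mice injected with vehicle than in flox mice, with log2 fold changes from 0.24 to 3.08, and 33 of them were called. The other 3 were Tgfb2, Tgfb3 and Ccn2. Fcer1g (ENSMUSG00000058715, chromosome 1 of GRCm38, 171229572 to 171234365), which encodes the Fc receptor gamma chain, rose from between 15.6 and 31.2 CPM in the 3 flox mice to between 131 and 254 CPM in the 3 KO mice. Its log2 fold change was 3.05 (standard error 0.54, adjusted p = 0.00375 from edgeR). Plaur (ENSMUSG00000046223, chromosome 7, 24462484 to 24475968), the urokinase receptor, had a log2 fold change of 2.45 (standard error 0.31, adjusted p = 0.00276, edgeR). Icam1 (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817) rose from 9.35 ± 0.344 to 28.1 ± 4.23 CPM (SD, n = 3 each), a log2 fold change of 1.59 (adjusted p = 0.00490, edgeR). Vcam1 (ENSMUSG00000027962, chromosome 3, 116109949 to 116129688) rose from 20.4 ± 10.8 to 46.7 ± 1.68 CPM (SD, n = 3 each), a log2 fold change of 1.19 (standard error 0.41, adjusted p = 0.0485, edgeR). The replicates of each of these 4 genes did not overlap between the groups (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow). Vcam1 was no longer called without flox vehicle replicate 1 (log2 fold change 0.98, adjusted p = 0.150), flox vehicle replicate 3 (0.99, 0.149) or KO vehicle replicate 3 (1.21, 0.100), nor with the replicate number as a block (1.12, 0.133). Tnf, Ccl2 and Cd44 had log2 fold changes of 2.38, 1.81 and 2.46. The call of Ccl2 was lost without KO vehicle replicate 3 (log2 fold change 1.22, adjusted p = 0.160).
Of the 10 genes drawn blue, 6 were called lower: Ocln (-5.45), Egf (-4.17), Proc (-2.44), Col4a3 (-1.70), Col4a4 (-1.67) and Vegfa (-1.26). The remaining 4 were not called, Col4a5 (0.44), Col4a1 (0.23), Col4a2 (0.049) and Col4a6 (0.0044), and the sign of Col4a6 turned negative with RLE factors (-0.017). In flox vehicle replicates 1, 3 and 4, Ocln stood at 10.8, 29.1 and 6.59 CPM, Egf at 31.4, 84.9 and 12.1 CPM and Proc at 2.86, 6.24 and 1.52 CPM, in the order of the epididymis list in these libraries. Proc was not called without flox vehicle replicate 3 (log2 fold change -1.74, adjusted p = 0.222) and also lost its call without flox vehicle replicate 1 or KO vehicle replicate 1 or 3.

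**Figure D2:**
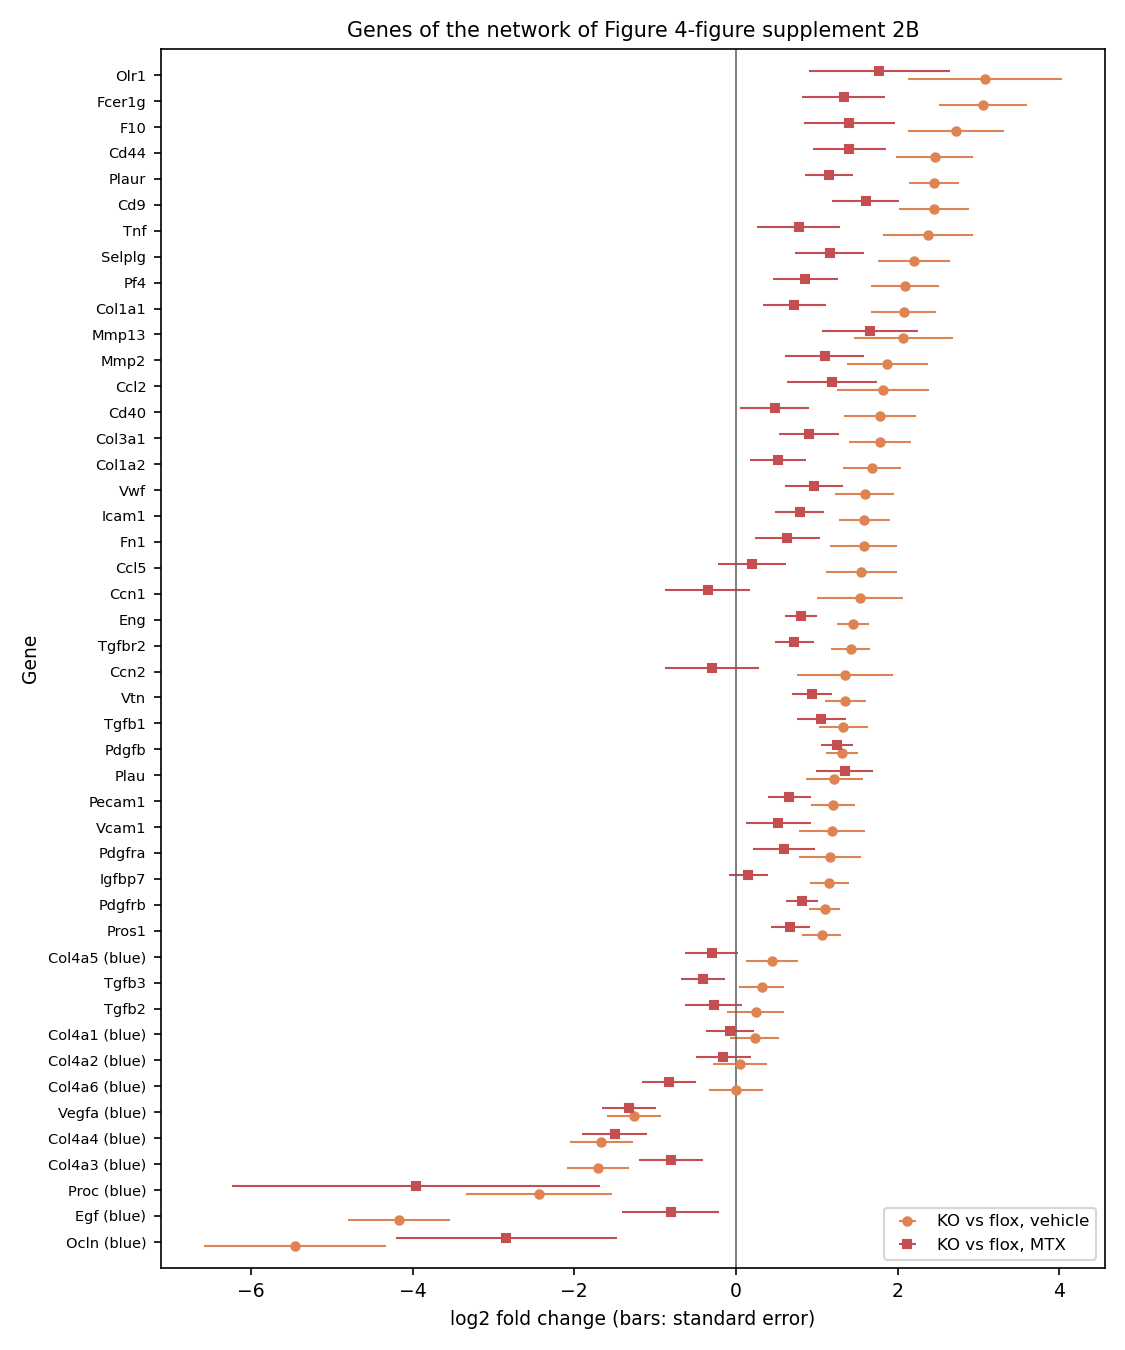
Log2 fold changes of the 46 genes of panel B in eWAT between KO and flox mice, under vehicle (circles) and under MTX (squares), with bars of 1 standard error and n = 3 mice per group. Under vehicle they extend from -5.45 for Ocln to 3.08 for Olr1.

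Of the 16 genes of panel D, all drawn red, 14 were higher in MTX-injected KO mice than in MTX-injected flox mice, and Ccnd2 (-0.76) and Ccnd3 (-0.25) were lower. None of the 16 passed over all genes tested, while 14 had an adjusted p below 0.1 when adjusted over the list alone and 14 an unadjusted p below 0.05. Both counts include Ccnd2, which was lower, and not Ccna1, and the genes were picked by the study from these libraries. Ccnd1 (ENSMUSG00000070348, chromosome 7, 144929931 to 144939925), which encodes cyclin D1, stood between 23.0 and 30.6 CPM in the 3 flox mice and between 48.9 and 80.2 CPM in the 3 KO mice. Its log2 fold change was 1.34 (standard error 0.22, adjusted p = 0.104 from edgeR), and the groups did not overlap (exact permutation p = 0.1, two-sided, the smallest possible). Ccna2, Aurkb and Mcm10 had log2 fold changes of 1.34, 1.32 and 1.22, each with an adjusted p of 0.104 from the same test. These 4 genes and Plk1 were called with DESeq2, without a filter on low counts, with at least 10 counts in every library, without flox vehicle replicate 3 and without flox MTX replicate 2. For Ccnd1 the adjusted p with DESeq2 was 4.69e-05, and over the 7 alternatives that keep all libraries of the comparison it ranged up to 0.187.

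**Figure D3:**
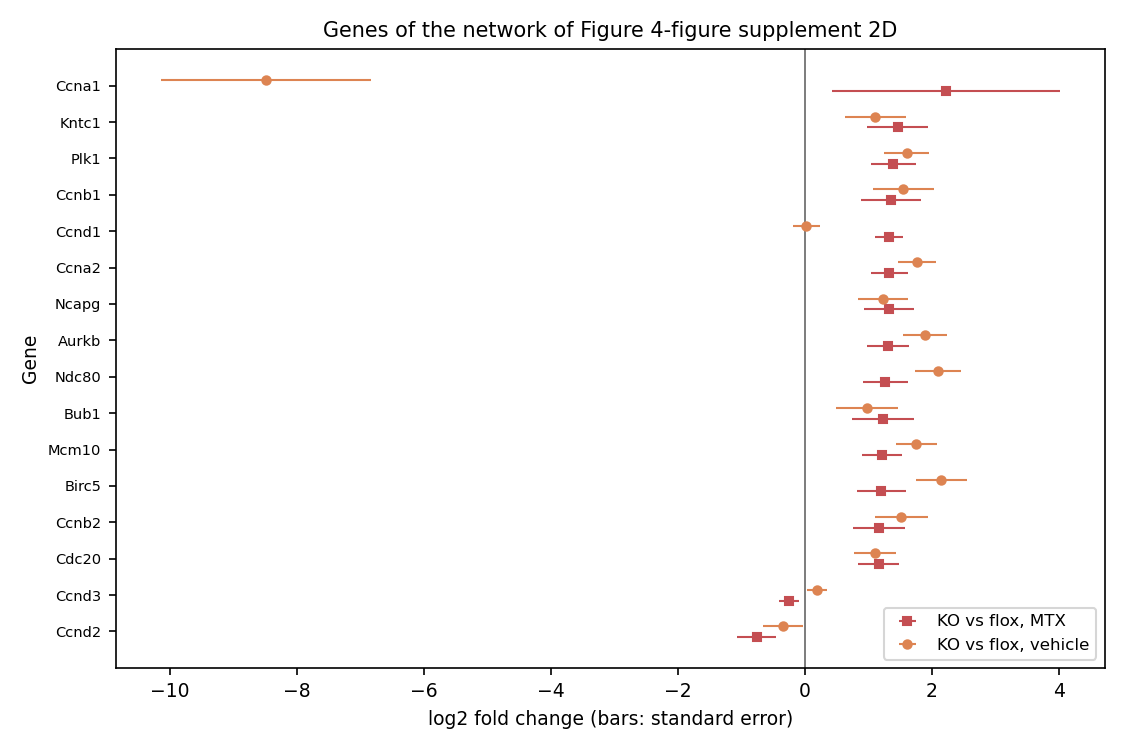
Log2 fold changes of the 16 genes of panel D in eWAT between KO and flox mice, under MTX (squares) and under vehicle (circles), with bars of 1 standard error and n = 3 mice per group. Under MTX, 14 genes lie above 0, and the value of Ccna1 rests on at most 6 counts in a library.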

**Figure 5—figure supplement 2.**
Breeding schema for creating endothelial-specific *Mir181a2b2* KO mouse strain. (**A**) Real-time qPCR analysis of *Mir181b* expression in different tissues from *Mir181a2b2*^flox/flox^ and *Mir181a2b2*^—/—^ mice. (**B**) Schema showing strategy to generate endothelial *Mir181a2b2* knockout mice using tamoxifen (4-hydroxytamoxifen (4-OHT)). (**C**) Four-week-old male *Mir181a2b2*^flox/flox^; VECad-Cre-ER^T2^ mice were injected i.p. with corn oil vehicle control or 4-hydroxytamoxifen (4-OHT, 10 mg/kg) for 5 consecutive days before tissue expression of *Mir181b* was assessed at day 14. (**D–E**) *Mir181b* expression in intima and aortic media/adventitia (**D**) or in skeletal muscle (SM) ECs and non-ECs (NECs) isolated by CD31 beads (**E**). (**A**), n = 1. **D** and **E**, n = 3. *p<0.05, ***p<0.001. All values represent mean ± SEM.

**Figure 5—figure supplement 3.**
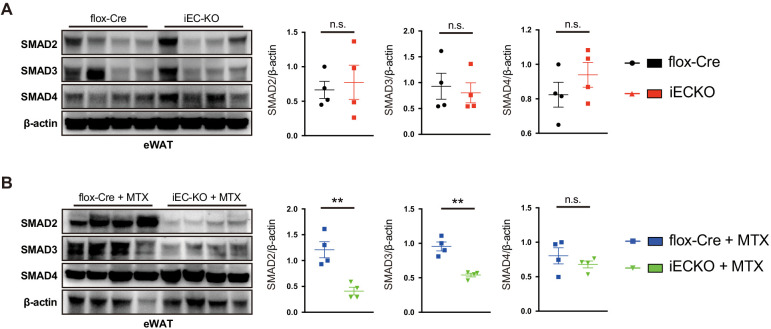
Western blot analysis of SMADs expression in eWAT from high-fat diet (HFD)-fed flox-Cre and iEC-KO mice treated with or without methotrexate (MTX) for 12 weeks. (**A**) Western blot analysis of *Smad2*, *Smad3*, and *Smad4* expression in eWAT tissues from HFD-fed control flox-Cre and iEC-KO mice for 12 weeks. (**B**) Western blot analysis of *Smad2*, *Smad3*, and *Smad4* expression in eWAT tissues from HFD-fed control flox-Cre and iEC-KO mice treated with MTX for 12 weeks. (**A** and **B**), n = 4 mice per group. **p<0.01. All values represent mean ± SEM.

As shown in Figure 5B, there were no significant differences in body weights between iEC-KO and control mice treated with or without MTX after 12 weeks of HFD. However, MTX administration significantly improved insulin sensitivity by 23% in ITT of control flox-Cre mice (Figure 5C), whereas MTX had no effect on insulin sensitivity in iEC-KO mice (Figure 5C). Similar to *Mir181a2b2* systemic KO and control mice, MTX administration did not improve glucose tolerance either in iEC-KO or control mice (Figure 5D). Moreover, the MTX-mediated induction of Akt phosphorylation in eWATs and livers was blocked in iEC-KO mice (Figure 5E). Furthermore, MTX reduced *VCAM-1* expression in eWAT in flox-Cre control mice, but not in iEC-KO mice (Figure 5F). Consistent with previous results (Figure 4H), MTX administration significantly reduced Mac2 positive macrophage content in eWAT tissues in flox-Cre mice, whereas no effect was observed in iEC-KO mice (Figure 5G). Finally, iEC-KO mice without MTX treatment showed a significant increase in Mac2 positive macrophages compared to flox-Cre control mice in eWAT tissues (Figure 5G). Taken together, these results identify a crucial role of endothelial *Mir181a2b2* for mediating MTX’s anti-inflammatory effects.

## Discussion

Low-grade inflammation in adipose tissue plays a critical role in the pathogenesis of obesity-associated insulin resistance, an important risk factor for the development of cardiovascular disease and type 2 diabetes (Arner and Kulyté, 2015). The Canakinumab Atherosclerosis Outcome Thrombosis Study (CANTOS) demonstrated that targeting inflammation reduces cardiovascular events by targeting interleukin-1β, independent of lipid lowering (Ridker et al., 2017). In contrast, MTX, an anti-inflammatory drug that is widely used to treat patients with RA and psoriatic arthritis, did not reduce inflammatory markers, such as interleukin-1, interleukin-6, C-reactive protein, or cardiovascular events in the CIRT trail (Ridker et al., 2019). The molecular mechanisms of how MTX reduces inflammation remains poorly understood. Previous studies found that Ad was the major downstream anti-inflammatory effector of MTX. By decreasing the catabolism of adenosine, MTX increases extracellular Ad, which in turn mediates its cellular effects via engagement of specific receptors (A_1_, A_2A_, A_2B_, and A_3_; Cronstein and Sitkovsky, 2017). Among these adenosine receptors, A_2A_ and A_3_ are the most important receptors for mediating adenosine’s cellular anti-inflammatory effect (Cronstein et al., 1993; Montesinos et al., 2003).

MiRNAs are key post-transcriptional gene regulators and even moderate changes in miRNA expression can have profound functional impact in the vascular endothelium in response to divergent acute and chronic inflammatory conditions. For instance, we and others found that *Mir181b* expression was reduced by 40–60% in the vascular endothelium under atherosclerosis, sepsis, thrombosis, insulin resistance, and other conditions (Guo et al., 2018; Lin et al., 2016; Ma et al., 2016; Sun et al., 2014a; MICU Registry et al., 2012; Sun et al., 2016). Overexpression of *Mir181b* by tail vein injection of *Mir181b* mimics (~1.5- to 2.5-fold increase in Mir181b expression) improved acute vascular inflammation induced by endotoxemia (MICU Registry et al., 2012), and chronic vascular inflammation triggered by atherosclerotic plaque formation (Sun et al., 2014a), obesity and insulin resistance (Sun et al., 2016), and thrombin-induced arterial thrombosis (Lin et al., 2016). In ECs, *Mir181b* inhibits NF-κB signaling by targeting importin-α3 or caspase recruitment domain family member 10 (Card10), whereas it activates phospho-Akt by targeting, pleckstrin homology domain leucine-rich repeat protein phosphatase isozyme2 (PHLPP2) (Lin et al., 2016; Sun et al., 2014a; MICU Registry et al., 2012; Sun et al., 2016). Moreover, using an E-selectin-targeting microparticles system to deliver *Mir181b* specifically to the activated vascular endothelium, *Mir181b* significantly reduced atherosclerosis (Ma et al., 2016). However, little is known how this anti-inflammatory Mir181b is regulated in ECs. While acute or chronic pro-inflammatory stimuli reduced *Mir181b* expression (Sun et al., 2014a; MICU Registry et al., 2012; Sun et al., 2016), factors or signaling pathways that increase its expression in the vascular endothelium have not been defined.

Ad is continuously released by cells to the extracellular environment at a low concentration (less than 1 µM) in unstressed tissues, whereas Ad concentrations can reach as high as 100 µM in inflamed or ischemic tissues (Haskó and Cronstein, 2004; Jacobson and Gao, 2006). In addition, ECs are a major source of extracellular Ad at sites of metabolic distress, inflammation, and infection (Cronstein, 1994). In agreement with a recently published report (Xu et al., 2017), we found that Ad potently repressed TNF-α-induced inflammatory genes expression in an *ADORA3*-dependent manner, but not the other three Ad receptors. Moreover, we demonstrated that the MTX and Ad-mediated protective effects on ECs were dependent on Mir181b expression. Interestingly, silencing *ADORA3* decreased Mir181b expression, and blocked the TNF-α-mediated repression of Mir181b expression and abrogated the MTX- and Ad-mediated induction of *Mir181b* expression. Indeed, after TNF-α stimulation, the expression of adenosine kinase (ADK), a major intracellular adenosine metabolic enzyme, is increased and thereby results in decreased intracellular adenosine concentration, which in turn reduces extracellular adenosine (Xu et al., 2017). Taken together, these data suggest that the MTX- and Ad-mediated induction of *Mir181b* expression is largely dependent on *ADORA3* expression. Moreover, the TNF-α-repression of *Mir181b* expression may be through a similar integrated network by inhibiting adenosine production and release and, in turn, *ADORA3* signaling.

Systemic *MiR181a2b2* KO and endothelial-specific-deficient *Mir181a2b2* mice exhibited EC activation, vascular inflammation, and insulin resistance in obese mice, suggesting that endothelial *Mir181a2b2* plays a key role in EC activation and progression of insulin resistance. Moreover, the anti-inflammatory effects and improvement in insulin sensitivity by MTX were dependent on endothelial *Mir181a2b2*. Mechanistically, MTX activated an Ad-*ADORA3-SMAD3*/4 signaling cascade that transcriptionally activated *MIR181A2B2* expression and modestly increased pri-*MIR181B2* mRNA stability at the post-transcriptional level. In light of these findings, the current study indicates that endothelial *Mir181a2b2* plays a critical role in diet-induced insulin resistance and mediates in part MTX’s anti-inflammatory effects. Moreover, our data suggest that high-dose of MTX (1 mg/kg) is essential to increase *Mir181b* expression and modulate a large gene network involving EC-leukocyte adhesion, chemotaxis, immune response, and cell cycle (Figure 4—figure supplement 1) in eWAT; consequently, this may ameliorate EC activation, insulin resistance, and adipose tissue inflammation. Several of these identified pathways (EC-leukocyte adhesion, chemotaxis, and immune response) are consistent with pathways known to be regulated by Mir181b (Guo et al., 2018; Lin et al., 2016; Ma et al., 2016; Sun et al., 2014a; MICU Registry et al., 2012; Sun et al., 2016). In addition, *Mir181a2b2* KO mice exhibited more glucose intolerance under basal conditions compared to flox mice, and this response was further exacerbated by MTX treatment (Figure 4D). 

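The effect of MTX was read from MTX-injected against vehicle-injected mice of each genotype. In flox mice 4528 genes were called, 1513 higher and 3015 lower with MTX. The flox vehicle libraries hold the epididymis and testis germ cell transcripts described above. Those lists had medians of -4.80 and -8.33 in this comparison, so the falls with MTX include such transcripts. The share of higher genes among those called was 33.4%, and it was 17.5% of 4373 genes with library size as the only scaling, which moves the median of all genes from 0.05 to -0.15. The count was 2219 without flox vehicle replicate 3, 2167 with the 6 flox libraries alone and 2198 with at least 10 counts in every library. In KO mice 0 genes were called, with 1491 at an unadjusted p below 0.05 and a smallest adjusted p of 0.293. DESeq2 called 281 genes there, and 215 were called without KO vehicle replicate 3. A difference between the genotypes in their response to MTX was called for 185 genes, 168 of them with a higher interaction value in KO mice, and 2811 genes had an unadjusted p below 0.05. This count was 1371 without flox vehicle replicate 4 and 5 without KO vehicle replicate 2, and it was 0 with the replicate number as a block, with 2312 at an unadjusted p below 0.05. Of the 168 genes, 164 had every flox vehicle library above all other libraries. For these genes a response to MTX cannot be told apart from other material in the flox vehicle libraries.
In flox mice the adhesion network of Figure 4—figure supplement 2B had a median log2 fold change of 0.72 with MTX (adjusted p = 6.45e-04, camera), with 39 of 46 genes higher. Chemokines and receptors had a median of 0.83 (adjusted p = 6.24e-05), with 37 of 44 higher, phagocytosis 1.71 (2.03e-13), with 50 of 50 higher, MIF signaling 0.49 (0.00328) and cell junctions -0.61 (1.94e-04). Adjusted over the list alone, 27, 21, 46, 16 and 33 genes of these 5 lists had an adjusted p below 0.1, against 23, 20, 44, 14 and 28 over all genes tested. The cell cycle network had a median of 0.34 (adjusted p = 0.00801), with 23 of 29 higher, and of 0.16 without flox vehicle replicate 1 (adjusted p = 0.158). Proliferation markers had a median of 0.64 (adjusted p = 5.31e-05), which was 0.43 without flox MTX replicate 2. Macrophage markers had a median of 1.88 (adjusted p = 3.29e-06), lymphocyte markers 2.28 (7.71e-06) and endothelial markers 0.10 (0.417). Without flox MTX replicate 2 these medians were 1.20, 1.25 and 0.43, and the endothelial list passed (adjusted p = 0.0117). The endothelial median was -0.23 without flox MTX replicate 1 and -0.14 with library size as the only scaling. For phagocytosis the median was 1.06 without flox MTX replicate 2, and for MIF signaling 0.74 without flox vehicle replicate 4. The call of the junction list held under fry (adjusted p = 0.0148), the cell cycle network reached 0.222 and the other 7 lists that camera called in this paragraph had an adjusted p between 0.0583 and 0.123. None of them held with the estimated correlation, where the adjusted p was 0.430 or, for the cell cycle network, 0.535. For the junction list, epididymis material in the flox vehicle libraries stays open as a part of the fall.
In KO mice the adhesion network had a median of 0.0098 with MTX (adjusted p = 0.566), with a sign that turned negative with library size as the only scaling. The cell cycle network had a median of 0.26 (adjusted p = 0.00106), or 0.19 at the limit of 3 counts, with 23 of 29 genes higher, and of 0.14 without KO MTX replicate 2 and 0.48 without KO vehicle replicate 3. Medians were 0.26 for chemokines and receptors (adjusted p = 0.00740), 0.49 for phagocytosis (1.68e-07), 0.50 for macrophage markers (0.00424), 1.22 for lymphocyte markers (8.28e-06) and -0.36 for endothelial markers (2.74e-04). Without KO MTX replicate 3 the phagocytosis median was 0.27, the macrophage median 0.24 (adjusted p = 0.0931), the lymphocyte median 0.65 and the endothelial median -0.19 (0.147); without KO vehicle replicate 3 the chemokine median was 0.47 and the phagocytosis median 0.75. None of these calls in KO mice held under fry (adjusted p from 0.756 to 0.769) or with the estimated correlation (from 0.726 to 0.739). The interaction had a median of -0.73 for the adhesion network (adjusted p = 3.79e-04), -0.63 for chemokines (0.00666) and -1.23 for phagocytosis (2.88e-06), and under fry these lists had an adjusted p of 0.426, 0.431 and 0.431. Without flox MTX replicate 2 the chemokine value was -0.23 (adjusted p = 0.181) and the phagocytosis value -0.57.
Among called genes whose replicates did not overlap, the largest rises with MTX in flox mice were in immunoglobulin variable genes: Ighv1-34 was at least 174-fold and Igkv6-13 at least 152-fold higher, and Ighv1-81 had a log2 fold change of 8.98 (standard error 1.92, adjusted p = 0.0115, edgeR). The largest falls were in Dnaaf1, Cdhr5 and Dmrtb1, which were at least 88.1-fold, 63.0-fold and 59.4-fold lower. For the interaction, the largest positive values were in Dmrtb1, H1fnt and Usp44, which were at 0 counts in KO vehicle and flox MTX libraries, so that no fold is given. The largest negative values were in Igha (-4.41, adjusted p = 0.0836), Lrrn3 (-2.77, 0.0970) and Vsig4 (-2.64, 0.0847). Each of these 6 calls was lost without any 1 of the 3 KO vehicle libraries, with adjusted p of at least 0.141.

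**Figure D4:**
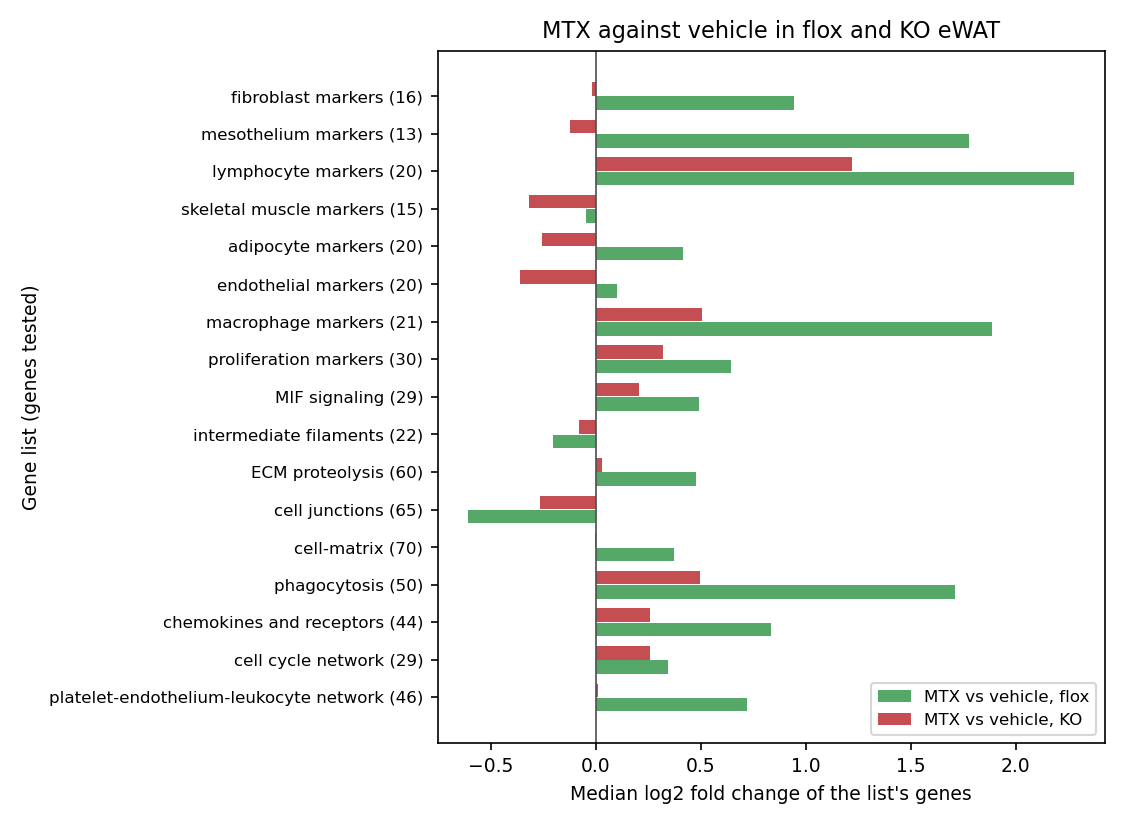
Median log2 fold change of 17 gene lists in eWAT between MTX-injected and vehicle-injected mice, in flox mice (green bars) and in KO mice (red bars). The epididymis and testis germ cell lists, with medians of -4.80 and -8.33 in flox mice, are not drawn. In flox mice the bars reach 2.28 for lymphocyte markers, and with library size as the only scaling the endothelial bar in flox mice turns negative (-0.14), as does the bar of the platelet-endothelium-leukocyte network in KO mice (-0.011), while the cell-matrix bar in KO mice turns positive with RLE factors (2.6e-05).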

While the mechanisms underlying this exaggerated response in the KO mice is not clear, we cannot rule out a participatory role of a broad range of tissues including the pancreas (Baghdadi, 2020). In our prior study of HFD-induced obese mice, systemic delivery of *Mir181b* mimics (to overexpress *Mir181b*) improved insulin resistance and increased phospho-AKT in eWAT but not in liver or skeletal muscle (Sun et al., 2016). In this current study, MTX treatment potently increased phospho-Akt in liver, eWAT, and skeletal muscle in control mice (Figure 4E), but not in those tissues from *Mir181a2b2*^—/—^ mice or in liver or eWAT in iECKO mice (Figure 5E), suggesting that deficiency of miR-181a2b2 may figure more prominently in these tissues and underlie differences for phospho-AKT expression.

Previous studies demonstrated that MTX at a dose of 1–4 mg/kg more potently reduced inflammation (DeOliveira et al., 2012; Thornton et al., 2016). For example, the MUSICA trial demonstrated that high-dose MTX reduced inflammation (including circulating hsCRP) and RA disease activity better than low-dose MTX (Kaeley et al., 2018). Our findings may also inform the lack of efficacy and anti-inflammatory effects of low-dose MTX in the CIRT study. Given the side effect profile of MTX including higher rates of mouth sores or stomatitis, liver enzyme elevations, mild leukopenia, and non-basal-cell skin cancers (Ridker et al., 2019), future studies that therapeutically target signaling downstream to MTX (e.g. the adenosine-ADORA3-SMAD3/4-*MIR181B* signaling pathway) may leverage its anti-inflammatory effects potentially without its dose-limiting toxicity or side effects.

There are several limitations to our study. We cannot definitively bifurcate the contribution of *Mir181b1* or *Mir181b2* to EC activation and vascular inflammation. Mir181b is expressed from two distinct loci, that is the *Mir181a-1*/*Mir181b-1* cluster and the *Mir181a-2*/*Mir181b-2* cluster (Sun et al., 2014b). In addition, *Mir181a-1*, *Mir181a-2*, *Mir181b-1*, *and Mir181b-2*, each may have its unique functions, making a complicated modulation of large gene networks. Although we identified that the primary transcript of *MIR181B-2* is more likely responsive to TNF-α stimulation in HUVECs and isolated primary mouse lung ECs using the systemic and endothelial-specific deficient *Mir181a2b2* mice, a recent study found that systemic double knockout of *Mir181a1b1* and *Mir181a2b2* improved HFD-induced obesity and insulin resistance (Virtue et al., 2019), raising the possibility that targeting *Mir181a1b1* may impact distinct pathways and functions than *Mir181a2b2*. Future studies will be required to further characterize more details of these individual loci and responsiveness to diverse stimuli. In addition, while we found that MTX rescues *Mir181b* expression in HFD-fed mice, future studies will be of interest to validate MTX effects under chow-fed diet conditions. We also found that *SMAD2* and *SMAD3* expression decreased in eWAT of MTX-treated iEC-KO mice compared to flox-Cre mice only in response to MTX treatment. Future studies will need to clarify the mechanisms underlying a possible positive feedback loop involving the MTX-SMAD-*MIR181B* signaling pathway. Finally, while tamoxifen has been reported to affect GTT at early time points of 1–3 weeks after injection (Ceasrine et al., 2019), in the current study we performed GTT and ITT at 12 weeks after initial injection of the tamoxifen metabolite 4-hydroxytamoxifen, making the likelihood of impact from 4-OHT extremely low as reported (Liu et al., 2015; Payne et al., 2018; Tian et al., 2013; Zhang et al., 2016).

In summary, we have identified that endothelial *Mir181a2b2* serves as a key regulator of pro-inflammatory stimuli-mediated EC activation, HFD-induced insulin resistance, and WAT inflammation. We also found that the anti-inflammatory effect of MTX was dependent on miR-181a2b2 expression in ECs, and that there is a positive correlation between the dose of MTX and *Mir181b* expression in circulating plasma and ECs. MTX prevented cytokine-induced EC activation through a unique downstream adenosine-*ADORA3*-SMAD-*MIR181B* signaling cascade. Therefore, strategies targeting this pathway to increase the expression of *Mir181b* in ECs may provide a novel translational approach to limit vascular inflammation in a range of chronic disease states.

## Materials and methods

### Cell culture and transfection

HUVECs were purchased from Lonza (cc-2159) and cultured in EC growth medium EGM-2 (cc-3162). HEK 239 T cells (CRL-3216, ATCC) were cultured in DMEM supplemented with 10% FBS and 1% penicillin and streptomycin. Cells were passaged less than five times for all experiments. Cell types were authenticated as follows: HUVECs, morphology; HEK293T, cell size and efficiency in transfection reporter assays. All cell lines were tested mycoplasma-free. Primary lung ECs from mice were isolated and cultured in as described (Sun et al., 2016). Briefly, isolated lungs from miR-181a2b2^flox/flox^ and miR-181a2b2^-/-^ mice were grinded with scissors (1 × 2 mm^2^) and digested with collagenase type II (Worthington) and dispase (Roche) (1 mg/ml each in DMEM/F12). Digestion was neutralized with DMEM/F12 medium containing 10% FBS, followed by centrifugation at 500 g for 10 min at 4°C and re-suspend in incubation buffer (PBS pH 7.2, 0.1% BSA, 2 mM EDTA, 0.5% FBS). ECs were captured using 10 µl anti-PECAM-1 (1:12.5, 557355, BD Pharmingen) antibody-conjugated sheep anti-rat IgG Dynabeads (00412289, Invitrogen) mixed with buffer containing the re-suspended cell pellet and incubated for 20 min at 4°C. After incubation, Dynabeads were mounted using the Magnetic Separation Rack and washed five times using wash buffer (PBS pH 7.2, 0.1% BSA) and cultured in gelatin (0.1%) pre-coated plates in EC medium (M1168, Cell Biologics) with kit (M1168-kit, Cell Biologics). EC identity was verified by both morphology and expression for CD31 by flow cytometry. HUVECs or primary lung ECs were plated on 12-well plates at 60,000/well or 150,000/well and allowed to grow to 80–90% confluency under growing conditions or 70–80% for transfection. Cells were pretreated with MTX (0.1, 1, 10 or 100 µM, M8407, Sigma), adenosine (1, 5, 10, 50 or 100 µM, A4036, Sigma), atorvastatin (1 µM, 1044516, Sigma), mevastatin (1 µM, M2537, Sigma), simvastatin (1 µM, S6169, Sigma), or rosuvastatin (1 µM, SML1264, Sigma) for 3 hr and stimulated with or without 10 ng/ml of recombinant human TNF-α (210-TA/CF, R and D Systems) or 20 ng/ml recombinant mouse TNF-α (410-MT/CF, R and D Systems) for various times, according to the experiment: Western blot, 8 hr; real-time qPCR, 1, 4, 7, or 12 hr. Lipofectamine 2000 transfection reagent (11668019, Invitrogen) was used for transfection, following the manufacturer’s instructions. On-Target plus human control siRNA-Smart poll, On-Target plus human AdoRA1 siRNA-Smart poll (L-005415–00, Dharmacon), On-Target plus human AdoRA2A siRNA-Smart poll (L-005416–00, Dharmacon), On-Target plus human AdoRA2B siRNA-Smart poll (L-005417–00, Dharmacon) or On-Target plus human *ADORA3* siRNA-Smart poll (L-005418–00, Dharmacon) were transfected at 100 nM. SiRNA control (AM4636) and validated siRNA including *SMAD2* (VHS41106), *SMAD3* (VHS41111), *SMAD4* (s8403) from Invitrogen were transfected at 20 nM. For co-transfection studies, On-Target plus human control siRNA-smart poll (100 nM), On-Target plus human *ADORA3* siRNA-smart poll (100 nM), miRNA negative control (10 nM, AM17110, Ambion), or pre-Mir181b (10 nM, PM12442, Ambion) were transfected as indicated in respective experiments. HUVECs were treated with 10 ng/ml recombinant human TNF-α 36 hr post-transfection at indicated times points.

### Luciferase activity assay and cell culture transfection

HEK 293 T cells were plated on 12-well plates at 300,000/well up to 70–80% confluency and transfected with 500 ng of the indicated *Mir181a2b2* promoter reporter constructs (Supplementary file 1) and 10 ng Renilla plasmid (E2231, Promega). Adenosine receptor siRNAs and SMAD2/3/4 siRNAs were co-transfected at 100 or 20 nM final concentration and cells were treated with MTX (10 µM) or Adenosine (50 µM) 24 hr post-transfection for 12 hr. Transfected cells were collected in 200 µl reporter lysis buffer (E1910, Promega) and luciferase activity was measured using a Dual-Luciferase reporter assay system (E1910, Promega). Each reading of luciferase activity was normalized to the Renilla activity.

### mRNA stability assay

For mRNA stability assays, HUVECs were incubated with 10 µM MTX or 50 µM Ad with 10 µg/ml Actinomycin D (SBR00013, Sigma) to inhibit transcription. At the indicated time points after the addition of Actinomycin D, cells were harvested and total RNA was extracted. The expression levels of *pri-Mir181b1* and *pri-Mir181b2* at each time point were measured by real-time qPCR as described below and normalized to the according Hprt levels. The remaining mRNA was determined by comparison with the expression level of the relevant gene at the zero time point (designated 100%) when Actinomycin D was added.

### Animal studies

*Mir181a2b2*^flox/flox^ and *Mir181a2b2*^—/—^ mice were used as previously described (Henao-Mejia et al., 2013) Mice expressing tamoxifen-inducible endothelial-specific VE-cadherin (VECad-Cre-ER^T2^; also known as Cdh5(PAC)-CreER^T2^) was kindly provided by R. Adams (Wang et al., 2010). C57BL/6 mice were purchased from Charles River Laboratories (#027). Inducible EC-specific *Mir181a2b2-*deficient mice (*Mir181a2b2* ^flox/flox^; VECad-Cre-ER^T2^) was generated by crossbreeding *Mir181a2b2*^flox/flox^ mice and VECad-Cre-ER^T2^ mice. For induction of Cre activity, four weeks old male *Mir181a2b2*^flox/flox^ mice carrying the VECad-Cre-ER^T2^ transgene were treated with either 4-hydroxytamoxifen (H6278, Sigma) (10 mg/kg, i.p.) or the same volume of vehicle for 5 consecutive days to generate EC-specific *Mir181a2b2*-deficient mice (*Mir181a2b2^i^*^ECKO^) and flox-Cre control mice (*Mir181a2b2*^ECfl/fl^). For measurement of *Mir181b* in plasma, 8 weeks male C57BL/6 mice were tail vein injected with MTX (0.25 mg/kg or 1 mg/kg) or adenosine (4 mg/kg) for 3 hr and blood was collected in EDTA-containing tubes. Plasma samples were generated by centrifugation at 3000 rpm for 10 min and stored at −80°C. Total RNA was isolated from plasma by using the Total RNA Purification Kit from Norgen Biotek Corporation as described in our previous studies (Sun et al., 2014a; MICU Registry et al., 2012; Sun et al., 2016). Male mice were age-matched in all experiments and cage-matched littermates were used for experiments. Analyses of in vivo samples were performed by blinded observers. All mice were maintained under SPF conditions at an American Association for the Accreditation of Laboratory Animal Care-accredited animal facility at the Brigham and Women’s Hospital. All animal protocols were approved by the Institutional Animal Care and Use Committee at Harvard Medical School, Boston, MA and conducted in accordance with the National Institutes of Health Guide for Care and Use of Laboratory Animals.

### Diet-induced obesity, MTX administration, and glucose and insulin tolerance testing

*Mir181a2b2*^flox/flox^, *Mir181a2b2*^—/—^, *Mir181a2b2*^ECfl/fl^ and *Mir181a2b2*^iECKO^ mice were injected i.p. with either MTX (M8407, Sigma, 1 mg/kg/week) or the same volume of vehicle control and placed on a high-fat diet (HFD) for 12–15 weeks containing 60 kcal% fat (D12492, Research Diets). Insulin tolerance testing (ITT) and glucose tolerance testing (GTT) were performed after HFD treatment as described in our previous study (Sun et al., 2016). Briefly, for GTT, mice were fasted for 12 hr and then injected i.p. with D-glucose (G7201, Sigma, 1 g/kg). ITT was performed on mice after 6 hr fasting and injected i.p. with recombinant human regular insulin (0.75 U/kg). Blood glucose levels were measured before injection and at 15, 30, 60, 90, and 120 min after glucose or insulin injection using One Touch Ultra glucometer (LifeScan).

### Immunohistochemistry (IHC)

IHC was performed as described in our previous study (Sun et al., 2016). Briefly, tissues were fixed with neutral buffered 10% formalin solution (HT501128, Sigma), embedded in paraffin wax, cut into sections at 6 μm, and deparaffinized. Antigen retrieval was performed using Bond ER1 (AR9961, Leica) for 30 min. Sections were incubated with anti-Mac-2 (553322, BD Pharmingen) in 1:900 dilutions for 90 min at room temperature. Primary antibodies binding to tissue sections was visualized using Bond Polymer Refine Detection kit (DS9800, Leica), and counterstained with hematoxylin. Representative images were captured by a digital system, and the Mac-2-postive areas in each section were determined by detecting the staining intensity with computer-assisted image analysis software (Image-Pro Plus, Media Cybernetics) and data were presented as a ratio of positive area to tissue area. Data were analyzed in a blinded fashion by two independent observers.

### Intima RNA isolation from aorta tissue

Isolation of intima RNA from aorta was performed as described in our previous studies (Sun et al., 2014a; Sun et al., 2016). In brief, aortas were carefully flushed with PBS, followed by intima peeling using TRIzol reagent (15596018, Invitrogen). TRIzol was flushed for 10 s −10 s pause - another 10 s flushed and collected in an Eppendorf tube (~300–400 µL total) and snap frozen in liquid nitrogen.

### RNA isolation and real-time qPCR

Tissues were homogenized using TissueLyser II (Qiagen) according to manufacturer’s instructions. For RNA isolation TRIzol reagent (Invitrogen) or RNeasy kit (Qiagen) was used based on manufacturers protocol. Subsequent RT-qPCR was performed using High-Capacity cDNA Reverse Transcription kit (4368813, Applied Biosystems). For SyberGreen-based assay GoTaq qPCR Master Mix (A6001, Promega) was used; and for TaqMan Universal Master Mix II, UNG (4440038, Life Technologies) was used. Expression of mRNAs and miRNA expression were normalized to Hprt, β-actin, or U6 (Aglient, AriaMx Real-Time PCR System). Specific primers including Mir181b-5p (#001098), U6 (#001973), human-primary-miR-181a1b1 (#Hs03302966_pri), human-primary-miR-181a2 (#Hs03302889_pri), human-primary-Mir181b1 (#Hs03302963_pri), for TaqMan system were purchased from Life Technologies. Changes in expression were calculated using deltadelta Ct method. Primer sequences are described in (Supplementary file 2).

### RNA-Seq analysis

TRIzol reagent was used for RNA isolation from eWAT tissues based on manufacturers’ protocol. RNA-Seq analysis was performed after ribodepletion and standard library construction using Illumina HiSeq2500 V4 2 × 100 PE (Genewiz, South Plainfield, NJ). All samples were processed using an RNA-seq pipeline implemented in the bcbio-nextgen project (https://bcbio-nextgen.readthedocs.org/en/latest/). Raw reads were examined for quality issues using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to ensure library generation and sequencing were suitable for further analysis. Trimmed reads were aligned to UCSC build mm10 of the Mouse genome, augmented with transcript information from Ensembl release 79 using STAR. Alignments were checked for evenness of coverage, rRNA content, genomic context of alignments (for example, alignments in known transcripts and introns), complexity, and other quality checks using a combination of FastQC, Qualimap. Counts of reads aligning to known genes were generated by featureCounts (Liao et al., 2014). Differential expression at the gene level were called with DESeq2. The total gene hit counts and CPM values were calculated for each gene and for downstream differential expression analysis between specified groups was performed using DESeq2 and an adapted DESeq2 algorithm, which excludes overlapping reads. Genes with adjusted FDR < 0.1 and log2 fold-change (1.5) were called as differentially expressed genes for each comparison. Mean quality score of all samples was 36.12 within a range of 22,000,000–31,000,000 reads per sample. All samples had at least >70% of mapped fragments over total. MetaCore (v20.2) was used for gene set enrichment analysis. RNA-Seq data are available through the Gene Expression Omnibus (GSE164251).

### Western blot

Tissues were homogenized using TissueLyser II (Qiagen) according to manufacturer’ instructions. Proteins were isolated using RIPA buffer (Boston BioProdcuts, BP-115) with protease inhibitor and phosphatase inhibitors. Protein concentrations were determined using Pierce BCA assay (Thermo Scientific). Twenty μg protein were loaded per lane on a 4–20% Mini-PROTEAN TGX Gel (Bio-Rad, 456–1096). Separated proteins were transferred to PVDF membranes using the Transfer Turbo Blot system (Bio-Rad) and Trans-Blot Turbo RTA Transfer Kit (Bio-Rad, 170–4272). The membrane was blocked with 5% nonfat milk in TBST for 1 hr at room temperature. After blocking, the membrane was incubated overnight at 4°C with antibodies against *ADORA1* (1:500, ab82477, abcam), *ADORA2A* (1:750, ab3461, abcam), *ADORA2B* (1:750, ab40002, abcam), *ADORA3* (1:500, ab203298, abcam), *VCAM-1* (1:1000, ab134047, abcam), *ICAM-1* (1:3000, BBA3, R and D Systems), *E-Selectin* (1:1000, BBA16, R and D Systems), p-AKT (1:1000, 4060, Cell Signaling), T-AKT (1:1000, 2920, Cell Signaling), β-actin (1:4000, 4970, Cell Signaling). Quantification of protein bands were performed using a luminescent image analyzer (BioRad, Chemidoc).

### Statistics

Statistical analyses were performed using GraphPad Prism version 7.0 (GraphPad Software, Inc, CA). Unpaired two-tailed Student *t* test was used to determine statistical significance between two groups. Multiple groups were analyzed by using One-way ANOVA. All data are presented as mean ± SEM. Number of experiment repeats, biological replicates and p values are indicated in figure legends.

## Data Availability

Source data files have been provided for Figures 1 and 2. RNA-Seq data has been made accessible.

# Supplementary material for: Methotrexate attenuates vascular inflammation through an adenosine-microRNA-dependent pathway
**Source:** eLife. 2021 Jan 8;10:e58064. doi: 10.7554/eLife.58064
**Supplement:** Supplementary file 1.

### Supplementary File 1. *MiR-181a2b2* promoter sequences

#### MiR-181a2b2 truncated (606bp) promoter sequence:

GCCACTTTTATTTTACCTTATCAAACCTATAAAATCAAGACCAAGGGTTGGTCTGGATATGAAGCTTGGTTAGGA  
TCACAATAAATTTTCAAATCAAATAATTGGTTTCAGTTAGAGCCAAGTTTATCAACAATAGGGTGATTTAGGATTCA  
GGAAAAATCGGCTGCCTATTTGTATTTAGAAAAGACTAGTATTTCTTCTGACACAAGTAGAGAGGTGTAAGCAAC  
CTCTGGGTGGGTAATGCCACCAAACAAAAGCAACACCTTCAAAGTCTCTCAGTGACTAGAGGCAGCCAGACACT  
CAAAC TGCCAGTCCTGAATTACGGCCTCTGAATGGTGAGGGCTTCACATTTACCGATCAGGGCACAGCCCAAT  
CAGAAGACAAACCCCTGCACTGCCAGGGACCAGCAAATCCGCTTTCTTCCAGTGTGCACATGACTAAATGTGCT  
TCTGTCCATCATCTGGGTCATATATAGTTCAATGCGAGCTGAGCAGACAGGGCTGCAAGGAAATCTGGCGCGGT  
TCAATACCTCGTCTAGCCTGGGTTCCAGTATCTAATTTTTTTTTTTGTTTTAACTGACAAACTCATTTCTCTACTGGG  
ACAGG

#### MiR-181a2b2 truncated (402bp) promoter sequence:

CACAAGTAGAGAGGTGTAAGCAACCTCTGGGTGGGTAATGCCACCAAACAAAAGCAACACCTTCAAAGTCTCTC  
AGTGACTAGAGGCAGCCAGACACTCAAAC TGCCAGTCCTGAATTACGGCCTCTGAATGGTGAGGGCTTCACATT  
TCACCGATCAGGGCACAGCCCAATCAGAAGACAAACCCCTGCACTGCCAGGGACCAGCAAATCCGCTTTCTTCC  
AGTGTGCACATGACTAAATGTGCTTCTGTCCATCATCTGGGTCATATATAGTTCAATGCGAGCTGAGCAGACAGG  
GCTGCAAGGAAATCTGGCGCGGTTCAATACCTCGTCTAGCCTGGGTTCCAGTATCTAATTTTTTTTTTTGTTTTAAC  
TGACAAACTCATTTCTCTACTGGGACAGG

#### MiR-181a2b2 truncated (301bp) promoter sequence:

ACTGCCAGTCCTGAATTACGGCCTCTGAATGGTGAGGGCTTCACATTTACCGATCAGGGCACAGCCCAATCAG  
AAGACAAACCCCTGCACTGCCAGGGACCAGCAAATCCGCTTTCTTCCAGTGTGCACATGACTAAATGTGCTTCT  
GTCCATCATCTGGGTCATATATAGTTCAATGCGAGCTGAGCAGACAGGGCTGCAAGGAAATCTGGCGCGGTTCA  
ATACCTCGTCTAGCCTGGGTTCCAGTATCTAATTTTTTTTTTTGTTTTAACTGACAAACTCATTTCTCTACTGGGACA  
GG

#### MiR-181a2b2 truncated (150bp) promoter sequence:

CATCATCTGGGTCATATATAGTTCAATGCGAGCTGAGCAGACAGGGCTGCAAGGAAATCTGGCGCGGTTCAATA  
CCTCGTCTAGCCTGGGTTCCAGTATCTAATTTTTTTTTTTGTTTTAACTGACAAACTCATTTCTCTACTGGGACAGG

# Supplementary material for: Methotrexate attenuates vascular inflammation through an adenosine-microRNA-dependent pathway
**Source:** eLife. 2021 Jan 8;10:e58064. doi: 10.7554/eLife.58064
**Supplement:** Supplementary file 2.

**Supplementary File 2. Primer list**

| Gene name                | Forward                        | Reverse                          |
|--------------------------|--------------------------------|----------------------------------|
| Human- <i>ADORA1</i>     | CAAGATCCCTCTCCGGTACA           | CAGCCAAACATAGGGGTCAG             |
| Human- <i>ADORA2A</i>    | CTGGCTGCCCCCTACACATC           | TCACAACCGAATTGGTGTGGG            |
| Human- <i>ADORA2B</i>    | TGCACTGACTTCTACGGCTG           | GGTCCCCGTGACCAAACCTT             |
| Human- <i>ADORA3</i>     | GGCCAATGTTACCTACATCACC         | CCAGGGCTAGAGAGACAATGAA           |
| Human- <i>SMAD2</i>      | CGTCCATCTTGCCATTCACG           | CTCAAGCTCATCTAATCGTCCTG          |
| Human- <i>SMAD3</i>      | TGGACGCAGGTTCTCCAAAC           | CCGGCTCGCAGTAGGTAAC              |
| Human- <i>SMAD4</i>      | CTCATGTGATCTATGCCCGTC          | AGGTGATACAACTCGTTCGTAGT          |
| Human- <i>VCAM-1</i>     | CCCACAGTAAGGCAGGCTGT           | GCTGGAACAGGTCATGGTCA             |
| Human- <i>ICAM-1</i>     | CGCACTCCTGGTCCTGCT             | AACAACTTGGGCTGGTCACA             |
| Human- <i>E-Selectin</i> | GGGCATGTGGAATGATGAGA           | CACTGAAGCCAGGGTCACAC             |
| Human- <i>HPRT</i>       | GCTATAAATTCTTTGCTGACCTG<br>CTG | AATTACTTTTATGTCCCCTGTTGAC<br>TGG |
| Mouse- <i>Vcam-1</i>     | CAACATGTGGCTCTGGGAAG           | GCCAAACACTTGACCGTGAC             |
| Mouse- <i>β-actin</i>    | GAAATCGTGCGTGACATCAAAG         | TGTAGTTTCATGGATGCCACAG           |

How the deposited data were processed for this re-analysis (not part of the article)

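RNA of eWAT from 12 mice on the HFD was sequenced, with 3 mice per group and 1 library per mouse: flox and KO mice injected with vehicle or with MTX. The authors made the counts with a pipeline that trimmed the reads, aligned them to the mouse genome mm10 with STAR and counted them per Ensembl gene with featureCounts. The strand setting and the treatment of reads that map to several places are not stated. As deposited, the values are whole read counts without normalization. The table holds 49315 genes, 99.3% of them with a gene symbol, and the genes without a symbol hold 0.0688% of the counts.

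Depth ranged from 19495310 to 23976469 counts per library (median 21824170). The 5 most abundant genes took 4.11% to 12.5% of the counts of a library. A count of 0 allows up to 3 counts, and this limit holds counting error only, not variation between mice. Values in CPM were scaled with TMM factors, apart from the summed marker lists, which are shares of all counts. Means are given with the SD over 3 mice.

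Differences were tested in R 4.3.3 with edgeR 4.0.16: TMM normalization, filterByExpr by group (18702 genes), a model with 1 coefficient per group over the 12 libraries, glmQLFit and the quasi-likelihood F-test, with Benjamini-Hochberg adjustment over the genes tested. The comparisons were KO against flox under vehicle and under MTX, MTX against vehicle in flox and in KO mice, and the interaction of genotype and treatment. Genes were called at an adjusted p below 0.1 and a fold change of at least 1.5. Comparisons of 3 mice with 3 also have an exact permutation test, two-sided, which cannot go below 0.1. Coordinates are those of GRCm38 in GENCODE release M21.

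Gene lists were tested with camera of limma 3.58.1 on log2-CPM (prior count 2, inter-gene correlation 0.01, two-sided) and adjusted over the 19 lists of a comparison. The value given for a list is the median log2 fold change of its genes in the edgeR fit. The lists hold the genes drawn in Figure 4—figure supplement 2 (the platelet-endothelium-leukocyte network and, extended with further genes, the cell cycle network), chemokines and receptors, phagocytosis, cell-matrix, cell junctions, proteolysis of the extracellular matrix, intermediate filaments, MIF signaling, proliferation, and markers of macrophages, endothelium, adipocytes, epididymis, testis germ cells, skeletal muscle, lymphocytes, mesothelium and fibroblasts. The tests, these lists, the genes to name and the alternatives were set before the data were examined. Lists of B cell, intestinal epithelium and motile cilia genes were added after the values were seen, as were the current symbols of 4 genes drawn under older names. Named genes are those drawn in the figure, those the paper names, and for each comparison the 3 called genes with the largest change in each direction whose replicates do not overlap. The genes named in the closing section for cilia and immunoglobulin were chosen after their values were seen.

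The alternatives were DESeq2 1.42.0, RLE factors, library size as the only scaling, no filter on low counts, at least 10 counts in every library, the replicate number as a block, the 6 libraries of a comparison alone, other limits for a call, camera with the correlation estimated from the data, fry, and each library left out in turn. The procedure was tested on simulated counts with 200 of 18702 genes changed 4-fold: edgeR called 181 of them and 22 unchanged genes, and DESeq2 188 and 83. Residual correlations gave no sign that the replicate numbers pair the mice. The 12 pairs with the same number had a median of 0.035 (-0.273 to 0.254), against 0.011 for 42 other pairs (-0.379 to 0.454). With this spread a weak pairing would not show, so it stays open. No pair of libraries within a group was a duplicate, with a chi-square per degree of freedom of 14.1 or more in 12 pairs. The paper's pathway lists, its qPCR and its staining were not used here.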

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

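In this part the test of regroupings and the fold of epididymis markers were set beforehand, and the other tests were chosen only after the result was seen.

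The response to MTX differed between the genotypes for 185 genes by the interaction term. Of 60 drawn regroupings of the 12 libraries, the real one included, 3 gave as many genes. Such regroupings turn the differences between genotypes and treatments into interaction values, so this count decides nothing about the 185 genes. Of the 168 genes with a higher interaction value in KO mice, 14 are testis germ cell markers (14 of the 19 tested, against 0.898% of all genes, Fisher's exact test, p = 1.44e-25). Genes high in the flox vehicle libraries alone get such a value by construction, so this test adds nothing to the levels of these markers. Of the 168 genes, 164 had every flox vehicle library above all other libraries, against 13.0% of all genes tested. The interaction term favours this order by construction, so the order is no separate evidence. Among the 168 genes, 1 is an epididymis marker, of 53 tested. Male germ cells in the flox vehicle libraries are a candidate explanation for the 14 markers. A response of these genes to MTX in the tissue itself was not tested.

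Epididymis markers, which the paper does not mention for these libraries, stood at 8815, 27237 and 2861 CPM in flox vehicle replicates 1, 3 and 4. In flox MTX replicate 1 they stood at 883 CPM. Testis germ cell markers stood at 836, 775 and 374 CPM in the same flox vehicle replicates. Of 92 epididymis markers, 59 are above 3 counts in every flox vehicle library and 2 are held by another list. The most abundant are Crisp1 (3746, 9176 and 1163 CPM in flox vehicle replicates 1, 3 and 4) and Spink8 (1064, 3166 and 363 CPM), and among germ cell markers Prm2 (269 CPM in flox vehicle replicate 1). The lowest flox vehicle library has 54.2 times the share of epididymis markers of the highest KO vehicle library. Tissue of the epididymis taken along with eWAT may explain this. Library totals, from 19495310 to 23976469 counts, differ by far less than this fold, and the 59 genes present argue against a few genes alone. A mix-up of samples was not tested, and no biological explanation was tested.

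How far this material reaches was tested on the called genes. Of the 1092 genes lower by 8-fold or more in KO vehicle mice, 62.5% rank the flox vehicle libraries as the epididymis list does, against 28.1% of all genes, and without flox MTX replicate 1 their median between the genotypes under MTX is 0.10. These genes may come from epididymal epithelium. The 1745 genes lower by under 4-fold have a median of -0.40 in that comparison. Its libraries hold little of this material, and 76.4% of these genes are lower there, which argues against it as their whole cause. Of them, 52.3% rank the flox vehicle libraries as the epididymis list does, so it stays open as a part of the cause. The 489 genes lower by 4-fold to 8-fold have 62.6% in that order and a median of -0.41 in the same comparison. For these 489 genes the values point both ways and decide nothing. The 2598 higher genes have a median of 0.70 in that comparison and 89.8% are higher, which argues against material in the flox vehicle libraries as their cause. A difference of the genotypes stays open for the 1745 and for the 2598 genes.

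Motile cilia genes stood at 199 and 226 CPM in KO vehicle replicates 1 and 2, above KO vehicle replicate 3 (124 CPM) and the 6 MTX libraries (68.4 to 133 CPM). The flox vehicle libraries had 250 to 307 CPM. Foxj1 had 225 and 390 counts in these KO vehicle replicates, 6 in KO vehicle replicate 3 and 2 to 7 in the MTX libraries. Of the 27 genes, 26 are above 3 counts in every flox vehicle library and none is in another list. In KO vehicle replicates 1 and 2 the epididymis list is at most 0.265 times the cilia list, against 11.4 to 88.8 times in the flox vehicle libraries, which argues against the same material. Vehicle libraries were higher than MTX libraries in an exact permutation within genotype (two-sided p = 0.01, 0.0133 after adjustment over 4 measures). Another ciliated tissue and an effect of MTX stay open.

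Igha had an interaction value of -4.41 (adjusted p = 0.0836, edgeR) and at least 152 CPM in every MTX library, against 5.83 to 30.6 CPM in vehicle libraries. Its call was lost with at least 10 counts in every library and with the replicate block, and over 6 alternatives the adjusted p ranged from 3.28e-05 to 0.227. MTX raised it by 7.24 (log2) in flox mice (adjusted p = 0.00254) and by 2.82 in KO mice (adjusted p = 0.293). Igha took 10.5% to 40.5% of the heavy-chain counts in MTX libraries and 0.929% to 7.41% in vehicle libraries (exact permutation within genotype, two-sided p = 0.005, the smallest of 400 relabellings, 0.01 after adjustment). The lowest MTX share, 10.5%, is above every vehicle library, which argues against more of the same cells as the whole cause. The list of 15 B cell genes, 7 of them in another list, rose with MTX by a median log2 fold change of 2.40 in flox mice (15 higher, 8 called) and of 2.01 in KO mice (14 higher), while its summed CPM was not shown to differ (exact permutation p = 0.12). More B cells stay open as a part of the rise. The intestinal epithelium list reached 34.4 CPM in MTX libraries and 46.2 CPM in vehicle libraries, which argues against intestinal tissue. The labels name no batch. An effect of MTX stays open as a hypothesis.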

How the results depend on the processing

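No alternative was added after the data were seen. Apart from what is listed or counted here or given with the results above, results kept their direction and their side of the limit. Where no reason is given, the cause was not tested.

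The number of genes called moved by more than 1.5 times as follows. With a limit of 1.5 on the log2 fold change, 3026 genes were called in KO against flox under vehicle and 2791 in MTX against vehicle in flox mice, by construction a stricter limit. An adjusted p below 0.05 left 33 interaction genes. DESeq2 called 2769 genes in KO against flox under MTX, 281 in MTX against vehicle in KO mice and 1248 for the interaction. Without a filter these counts were 875, 20 and 472. With at least 10 counts in every library 1491 genes were called between the genotypes under MTX, 2198 with MTX in flox mice and 1 for the interaction, where fewer genes are tested. The replicate block gave 2771 with MTX in flox mice and 0 for the interaction (2312 at an unadjusted p below 0.05). The 6 libraries alone gave 4, 2167 and 3 genes in KO against flox under MTX and MTX against vehicle in flox and KO mice.

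Over the 12 fits that each left out 1 library, counts ranged from 0 (4425 at an unadjusted p below 0.05 without flox vehicle replicate 1) to 4064 between the genotypes under MTX and from 2219 to 5995 with MTX in flox mice. They ranged from 0 (1448 at an unadjusted p below 0.05 without flox vehicle replicate 1) to 215 with MTX in KO mice and from 5 to 1371 for the interaction. The interaction count was 81 and 26 without flox vehicle replicates 1 and 3, 6 and 7 without KO vehicle replicates 1 and 3, 32 and 120 without flox MTX replicates 2 and 4, and 60 and 9 without KO MTX replicates 2 and 4.

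With the correlation estimated from the data, which leaves the medians as they are and widens the test, no list passed. Under vehicle, KO against flox, this holds for the platelet-endothelium-leukocyte network (1.38), chemokines and receptors (0.80), phagocytosis (2.51), cell-matrix (0.27) and cell junctions (-0.85). Under MTX it holds for the cell cycle network (1.15), chemokines and receptors (0.18) and MIF signaling (0.27), and for the cell cycle network with MTX in flox (0.34) and KO mice (0.26). The last 5 also did not pass under fry. Cell junctions did not pass with at least 10 counts in every library (-0.26), nor did chemokines under MTX with library size only (0.33).

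Leaving out 1 library, chemokines under MTX ranged from -0.0068 to 0.70 and the cell cycle network with MTX in flox mice from 0.16 to 0.50. Vcam1 with MTX in flox mice was 1.13 with the replicate block and 1.29 in the 6 libraries alone, where it was not called, and ranged from 0.78 to 1.84 with 1 library left out.

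These results changed direction. Endothelial markers with MTX in flox mice were -0.23 without flox MTX replicate 1, in a range from -0.23 to 0.43. The platelet-endothelium-leukocyte network with MTX in KO mice changed the side of its test without KO vehicle replicate 3 (0.21) and KO MTX replicate 4 (0.056), in a range from -0.11 to 0.21. The cell cycle interaction was 0.013 without flox vehicle replicate 1, in a range from -0.37 to 0.013. Lgals3 with MTX in KO mice was 0.018 with the replicate block, 0.30 without KO vehicle replicate 3 and 0.0029 without KO MTX replicate 4, in a range from -0.37 to 0.30. The Adgre1 interaction was 0.061 without flox MTX replicate 2, in a range from -1.21 to 0.061. Ocln under MTX was 0.43 without flox MTX replicate 1, in a range from -3.50 to 0.43. Plk1 with MTX in KO mice was -0.038 and -1.9e-04 without KO vehicle replicates 1 and 2, in a range from -0.038 to 0.48. Col4a2 between KO and flox under vehicle was -0.20 without flox vehicle replicate 1 and -0.0088 without KO vehicle replicate 1, in a range from -0.20 to 0.32. Col4a6 was -0.016 with DESeq2, -0.017 with RLE factors, -0.022 with at least 10 counts, -0.24 with the replicate block, and -0.052, -0.077 and -0.26 without flox vehicle replicates 3 and 4 and KO vehicle replicate 2, in a range from -0.26 to 0.20. In the fits where the direction changed, none of these passed its test. In others, endothelial markers passed without flox MTX replicate 2 (adjusted p = 0.0117), the cell cycle interaction without flox vehicle replicate 4 (0.0432), and Ocln with DESeq2 (0.0968) and without flox MTX replicate 2 (0.0981). Some list medians also changed sign. Between KO and flox under vehicle, skeletal muscle was -0.21 without KO vehicle replicate 2 and intermediate filaments 0.026 without flox vehicle replicate 4. With library size only, endothelial markers with MTX in flox mice were -0.14 and the adhesion network in KO mice -0.011. Lymphocyte markers between the genotypes under MTX were 0.001 there, and the cell-matrix list with MTX in KO mice 2.6e-05 with RLE factors.

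Among other results, leaving out 1 library made 98 weaker and 31 stronger and kept 1452, and the other alternatives made 86 weaker and 38 stronger and kept 804. Genes without 10 counts in every library have no value under that alternative. The depth limits the microRNA precursors, which had too few counts to test.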

Differences from the paper's values

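The paper's fall of Vcam1 mRNA with MTX in eWAT of flox mice is 36% by qPCR. In the sequenced libraries Vcam1 rose, and the value on the same scale is a fall of -147% (mean 20.4 CPM under vehicle and 50.5 CPM under MTX, log2 fold change 1.31, adjusted p = 0.0465 from edgeR, exact permutation p = 0.2, two-sided). The value was a rise under every alternative set before the data were examined, and none of them closed the gap. Whether the mice sequenced are those of the qPCR is not known here.

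The paper's fold of Vcam1 mRNA between KO and flox mice under vehicle is about 1.4 in Figure 4F, read by eye, against 2.28 here. Of the alternatives set before the data were examined, leaving out flox vehicle replicate 1 (1.98) or flox vehicle replicate 3 (1.99) brought the value within the limits set for a difference, and the others did not.

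The paper's fold of Vcam1 mRNA with MTX in KO mice is about 0.91 in Figure 4F, read by eye, against 1.56 here (46.7 to 72.7 CPM, log2 fold change 0.64, adjusted p = 0.744 from edgeR). None of the alternatives set before the data were examined closed the gap.

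The paper states that macrophage content by Mac2 staining went down with MTX in flox mice and not in KO mice. The mRNA of Mac2, Lgals3, rose with MTX in flox mice by 1.46 (log2, adjusted p = 0.0762 from edgeR, exact permutation p = 0.4), and Adgre1 rose by 2.15 (adjusted p = 0.0326, exact permutation p = 0.3). In KO mice Lgals3 had a value of -0.15. Over 7 alternatives the adjusted p of Lgals3 in flox mice ranged from 0.0224 to 0.210, and its value was 0.98 without flox MTX replicate 2. The value of Adgre1 was 1.38 without flox MTX replicate 2.

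In Figure 4—figure supplement 2B the paper draws Ccn2, Tgfb2 and Tgfb3 in red, and these genes were not called here. Ccn2 had a log2 fold change of 1.35 and was called with DESeq2 (adjusted p = 0.0589), without a filter (0.0786), with the replicate block (0.0906), in the 6 libraries alone (0.0855) and without flox vehicle replicate 4, flox MTX replicate 1, flox MTX replicate 2 or flox MTX replicate 4. Over 7 alternatives its adjusted p ranged from 0.0589 to 0.141. No setting called Tgfb2 or Tgfb3. The genes Col4a1, Col4a2, Col4a5 and Col4a6 are drawn in blue there and were not called under any setting; 7 of the 10 blue genes were lower under DESeq2, RLE factors, the replicate block and some fits with 1 library left out, against 6 here.

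In Figure 4—figure supplement 2D the paper draws 16 genes in red, and none was called here between the genotypes under MTX, with 14 at an unadjusted p below 0.05, among them Ccnd2, which was lower. With DESeq2 13 of them were called higher, without a filter 7, with at least 10 counts in every library 10, without flox vehicle replicate 3 8 and without flox MTX replicate 2 10. Ccnd3 and Ccna1 were called under none of the settings. Ccnd2 was called lower with DESeq2 (-0.77, adjusted p = 0.0815) and without flox MTX replicate 2 (-0.93, adjusted p = 0.0763), and was not called under the other settings.

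The paper describes cell cycle, inflammation and chemotaxis as changed in this comparison. With the limits above no single gene passed, while DESeq2, no filter, at least 10 counts in every library, the 6 libraries alone and leaving out flox vehicle replicate 3, flox MTX replicate 1 or flox MTX replicate 2 gave called genes.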

Other observations

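In this part the counts of splits were set beforehand, and the other tests were chosen only after the result was seen.

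Between KO and flox mice under vehicle, 1 of the 10 splits of the 6 libraries gave as many genes called, the real one with 5924, and the others gave 0. With MTX in flox mice it was also 1 of 10, the real one with 4528, and the others gave at most 1055. With 3 libraries against 3 the share cannot go below 1 of 10, so the share alone decides nothing. In 10 simulations with no change and with genes drawn independently, these comparisons gave at most 1 and 0 calls. This argues against a random grouping of libraries that are alike in content. Libraries that differ in tissue content were not simulated, so a random grouping of such libraries stays open. Between the genotypes under MTX and with MTX in KO mice no gene was called (4576 and 1491 at an unadjusted p below 0.05), so that 10 of 10 splits give as many by construction and nothing follows from it.

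Macrophage markers summed to 1042 to 1841 CPM in flox vehicle and 7869 to 15130 CPM in KO vehicle libraries. Dilution of the flox vehicle libraries by other RNA would lower all markers of eWAT there. Adipocyte markers took 10.3% and 8.86% of the counts in flox vehicle replicates 1 and 4. Every KO vehicle library was below these shares (4.12% to 6.44%), which argues against dilution in replicates 1 and 4. In flox vehicle replicate 3, with the most epididymis markers, the share was 4.35%, so dilution stays open there. The median log2 fold change of KO against flox was -0.67 (adjusted p = 0.108, camera). A lower share of adipocytes would raise the markers of other cells alike, while the macrophage list rose above the endothelial list by 1.56 (log2, KO vehicle libraries 1.15 to 2.31, flox vehicle libraries -0.63 to 0.31), which argues against it as the whole cause. More macrophages in KO mice, or a change within them, stays open as a hypothesis.

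With MTX in flox mice the median log2 fold change of the macrophage list was 1.88, and at the lowest 1.20 (without flox MTX replicate 2). Dilution of the flox vehicle libraries by RNA without endothelial transcripts would raise the endothelial list as much. The highest median of that list over the main analysis and the alternatives was 0.43, which argues against such dilution as the whole cause. Whether the RNA of the epididymis holds endothelial transcripts was not tested, so dilution by RNA that holds them stays open. Another test was tried first, 2 in all: the macrophage list rose above the endothelial list by 1.36 (log2), but the lowest flox MTX library (-0.14) is below the highest flox vehicle library (0.31). Flox MTX libraries 1, 2 and 4 had 4311, 8993 and 1168 CPM of macrophage markers, so the rise rests on 2 of the 3 libraries. A change with MTX, or a difference between single mice, stays open as a hypothesis.

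Vcam1 rose above the endothelial list with MTX in flox mice by 1.16 (log2). The libraries overlap (flox MTX -0.49, 1.49 and -0.74, flox vehicle -1.20, -1.63 and -0.38), so for this 1 gene, with a standard error of 0.41 on its log2 fold change of 1.31, dilution and a change with MTX cannot be told apart. Another test was tried afterwards, 2 in all: the highest endothelial score of the flox MTX libraries exceeds the flox vehicle mean by 0.68, below the rise of Vcam1. Over 7 alternatives the adjusted p of Vcam1 ranged from 0.0117 to 0.194, and its value was 0.78 without flox MTX replicate 2. The difference between the genotypes in the response of Vcam1 was -0.67 (adjusted p = 0.592, edgeR).

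KO against flox under vehicle and MTX against vehicle in flox mice share the flox vehicle libraries. Their log2 fold changes had a correlation of 0.816 across genes, which are not independent replicates, against a median of 0.492 in 10 simulations with no change. Of the genes, 75.0% had the same sign, against 66.6% in the simulations, and 3348 genes were called in both with the same direction, against 0. The simulations gave every library the same expected levels, without epididymis or germ cell material in the flox vehicle libraries. Such material would move genes the same way in both comparisons. The 1092 genes lower by 8-fold or more in KO vehicle mice had a median of -4.64 with MTX in flox mice. For the 2598 higher genes that median was 0.73. The excess therefore does not show that KO and MTX act on the same genes.

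Near the deleted locus, 29.8% of 168 tested genes within 10 Mb were called between KO and flox mice under vehicle, against 31.7% of the other genes (Fisher's exact test, p = 0.618). This argues against strain variants carried along with the locus as a source of many calls there. With shares this high a few such genes would not be seen, so they stay open. Nr6a1, whose span (chromosome 2, 38723370 to 38927688) holds the locus, had a log2 fold change of -0.96 under vehicle (adjusted p = 0.0203, edgeR). Between the genotypes under MTX its adjusted p ranged from 0.336 to 0.700 over 7 alternatives.

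Of genes tied to other experiments of the paper, between KO and flox mice under vehicle Nt5e had a log2 fold change of -3.03 (adjusted p = 0.00314, edgeR) and also -2.81 with MTX in flox mice, Phlpp2 -0.76 (0.00429), Adora2a 0.69 (0.0592) and Adora2b 1.08 (0.0728). Adk had -0.77 (0.104), and over 7 alternatives its adjusted p ranged from 0.0189 to 0.221, with the result kept in 2 of them. Nt5e stood at 41.4, 65.8 and 22.4 CPM in flox vehicle replicates 1, 3 and 4, in the order of the epididymis list. With MTX in flox mice Ccnd1 had -0.62 (0.0685), Icam1 1.01 (0.0451) and Tnf 1.87 (0.0394).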
